# Integration of lncRNA–miRNA–mRNA reveals novel insights into oviposition regulation in honey bees

**DOI:** 10.7717/peerj.3881

**Published:** 2017-10-05

**Authors:** Xiao Chen, Ce Ma, Chao Chen, Qian Lu, Wei Shi, Zhiguang Liu, Huihua Wang, Haikun Guo

**Keywords:** Oviposition, lncRNA, miRNA, mRNA, Honey bee queens, Ovary activation

## Abstract

**Background:**

The honey bee (*Apis mellifera*) is a highly diverse species commonly used for honey production and pollination services. The oviposition of the honey bee queen affects the development and overall performance of the colony. To investigate the ovary activation and oviposition processes on a molecular level, a genome-wide analysis of lncRNAs, miRNAs and mRNA expression in the ovaries of the queens was performed to screen for differentially expressed coding and noncoding RNAs. Further analysis identified relevant candidate genes or RNAs.

**Results:**

The analysis of the RNA profiles in different oviposition phase of the queens revealed that 740 lncRNAs, 81 miRNAs and 5,481 mRNAs were differently expressed during the ovary activation; 88 lncRNAs, 13 miRNAs and 338 mRNAs were differently expressed during the oviposition inhibition process; and finally, 100 lncRNAs, four miRNAs and 497 mRNAs were differently expressed during the oviposition recovery process. In addition, functional annotation of differentially expressed RNAs revealed several pathways that are closely related to oviposition, including hippo, MAPK, notch, Wnt, mTOR, TGF-beta and FoxO signaling pathways. Furthermore, in the QTL region for ovary size, 73 differentially expressed genes and 14 differentially expressed lncRNAs were located, which are considered as candidate genes affecting ovary size and oviposition. Moreover, a core set of genes served as bridges among different miRNAs were identified through the integrated analysis of lncRNA-miRNA-mRNA network.

**Conclusion:**

The observed dramatic expression changes of coding and noncoding RNAs suggest that they may play a critical role in honey bee queens’ oviposition. The identified candidate genes for oviposition activation and regulation could serve as a resource for further studies of genetic markers of oviposition in honey bees.

## Introduction

The honey bee (*Apis mellifera*) is a highly diverse species commonly used for honey production and pollination services. The oviposition of the honey bee queen is a complex behavior, and it is crucial for the reproductive success and affects the development of the colony (Woodward, 2010). However, most reproductive traits are complex in terms of their genetic architecture, present low heritability and are sex-limited (Manfredini et al., 2015; Mello et al., 2014). Thus, it is hard to introduce improvements by using traditional selection methods, eg., selective breeding. With the development of molecular technologies, new approaches applied to improve reproductive traits and other complex traits, such as marker-assisted selection (MAS) and genomic selection (Kramarenko et al., 2014; Spötter et al., 2012). These methods have been widely used in domestic animals for years. However, in honey bees these strategies became popular only in recent years (Spötter et al., 2012). A better understanding of the genetic architecture of honey bee will help scientists develop a better strategy for acceleration of the genetic improvement of the reproductive traits.

Honey bees provide an excellent model for oviposition molecular studies. The fact that queens specialize in oviposition, leaving other tasks, for example brood caring, to sterile female workers (Koeniger, 2008), potentially reduces the complexity of studying reproductive traits. The process of queens’ ovary activation is so fast that queens start to lay eggs around three days after the mating (Gary, 1992). In addition, the activity of queens’ oviposition is constantly adjusted throughout the year in order to change the colony’s strength according to the environmental conditions (Schneider, 1992). Such adjustments can be accomplished within a short period (Koeniger, 2008), which guarantees colonies’ survival and development in the context of dramatic changes of internal and external conditions. Molecular studies have shown that these changes and regulations are associated with profound differences in coding gene expressions (Lago et al., 2016; Pandey & Bloch, 2015) such as ecdysone receptor (*EcR*), mushroom body large-type Kenyon cell-specific protein-1 (*MBLK-1*), ecdysone-induced protein 74 (*E74*) and ultraspiracle (*Usp*) (Pandey & Bloch, 2015).

Recently, the characterization of non-coding RNAs, microRNAs (miRNAs) and long non-coding RNAs (lncRNAs) has become a fruitful area of animals and plants researches. In previous works, several miRNAs, such as bantam, miR-184 and miR-315, have been reported to play important roles in modulating tissue patterns, cell differentiation, ovary development and caste determination in honey bees (Ashby et al., 2016; Macedo et al., 2016). Additionally, miR-14 and miR-8 have been suggested to be associated with juvenile hormones (*JH*) and ecdysteroids (*Ec*), which play key roles in ovary development and other reproductive behaviors in honey bees (Boecking, Bienefeld & Drescher, 2000; Flatt, Tu & Tatar, 2005; Goodman & Cusson, 2012; Hartfelder & Emlen, 2005; Hoover et al., 2003; Riddiford, 1994; Wyatt & Davey, 1996). The other highly expressed non-coding RNAs, lncRNAs, also have a great influence in biological processes, such as cell differentiation, development, immune responses and tumourigenesis (Okazaki et al., 2002; Ota et al., 2004; Wilusz, Sunwoo & Spector, 2009). Moreover, Necsulea et al. (2014) found lncRNAs that were preferentially expressed in animals’ ovary, and lincRNAs (long intergenic non-coding RNAs) were observed by Jayakodi et al. (2015) in *Apis mellifera* to be preferentially expressed in ovary tissue. Furthermore, lncRNAs can be targeted by miRNAs and thus regulate the expression of mRNAs (Fan et al., 2015; Gong et al., 2016). Therefore, it is valuable to investigate the critical role of lncRNAs, miRNAs and the lncRNA-miRNA-mRNA network in honey bee queens’ oviposition.

In order to identify differentially expressed RNAs in ovary activation and oviposition regulation process, we first examined the lncRNA, miRNA and mRNA expression profiles in the ovaries of virgin queens, egg-laying queens, egg-laying inhibited queens and egg-laying recovered queens using high throughput sequencing method, then compared the RNA expression patterns to help identify candidate genes and/or RNAs that contribute to oviposition activation and regulation. Next, we selected candidate genes or RNAs which may have high effects in regulating ovary size and oviposition by assign the differently expressed RNAs into a QTL for ovary size. Furthermore, the lncRNA-miRNA-mRNA network was constructed to explore the interaction among different RNAs.

## Materials and Methods

### Ethics statement

The apiaries for honey bee sample collection were maintained by Institute of Apicultural Research, Chinese Academy of Agricultural Sciences (IAR, CAAS), Beijing, China. No specific permits were required for the described studies.

### Sampling

All samples were obtained from *Apis mellifera ligustica* honeybee colonies. In June 2015, 20 sister queens from a single source colony were reared using standard beekeeping techniques (Harbo, 1986). Five days before the emergence, the queens were transferred to an incubator at 36 °C and kept individually in plastic vials. One day old, the queens were marked and each was introduced to her own nucleus colony. The strength of each colony was similar. The entrance of each hive was covered with a queen excluder that confined the queen within the hive but allowed workers to exit and enter.

Six day old queens were randomly assigned to one of the four groups representing different treatments: (1) virgin queens (*n* = 3); (2) egg-laying queens (*n* = 3) that successfully laid eggs after instrumental insemination; (3) egg-laying inhibited queens (*n* = 3) consisting of egg-laying queens caged in a small cage and kept inside the original hive for seven days; (4) egg-laying recovery queens (*n* = 3), which were first caged in a small cage inside the original hive for seven days to prevent them from egg-laying and then released into their individual colonies for 24 h. All egg-laying recovery queens were able to lay eggs within the 24 h after their release from the small cages. Ovaries of all queens in the four groups were extirpated and stored at −80 °C at the end of the treatment. For instrumental insemination, the source and quantity of the semen was the same for all mated queens. Each sample consisted of the ovary from a single queen. Three samples per treatment group were used for RNAseq (total = 12 samples).

### RNA extraction and library preparation for sequencing

Total RNA was extracted from ovary samples using Trizol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s instructions. The purity of RNA was checked using the NanoPhotometer spectrophotometer (Implen, Westlake Village, CA, USA), and the concentration was measured using Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). The integrity of RNA was assessed using the RNA Nano 600Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

LncRNA and mRNA library preparation was carried out using NEBNext^®^ Ultra™ Directional RNA Library Prep Kit for Illumina^®^ (NEB, Ipswich, MA, USA) following manufacturer’s recommendations. Paired-end reads of 150 bp were generated using the Illumina Hiseq 4000 platform. After quality control, paired-end clean reads were aligned to the reference genome (*Amel_4.5*) using TopHat v2.0.9. Transcripts were assembled and annotated using Cufflinks (http://cufflinks.cbcb.umd.edu/). The known mRNAs and lncRNAs were identified according to the annotation of *Apis mellifera* genome sequence (*Amel_4.5*). The remaining transcripts were used to screen for putative lncRNAs using the following criteria: (1) length ≥ 200 bp; (2) exon number ≥ 2; (3) sequencing coverage ≥ 3; (4) identified in at least two samples. The transcripts meeting the above criteria were further filtered by removing known non-lncRNA transcripts. Then, the transcripts that passed the filters were evaluated for coding potential using CPC (0.9-r2) (Kong et al., 2007) and Pfam-scan (v1.3) (Punta et al., 2012). Only those without coding potential were categorized as novel lncRNAs.

Small RNA library preparation was carried out using NEBNext^®^ Multiplex Small RNA Library Prep Set for Illumina^®^ (NEB, Ipswich, MA, USA) following manufacturer’s recommendations. Single-end reads of 50 bp were generated using the Illumina Hiseq 2500 platform. After quality control, the clean reads were mapped to reference sequence (*Amel_4.5*) applying Bowtie (Langmead et al., 2009). Mapped reads were used to identify known miRNAs using miRBase 20.0 (Griffiths-Jones, 2010). Novel miRNAs were predicted with miREvo (Ming et al., 2012) and mirdeep2 (Friedländer et al., 2012) through exploring the characteristic hairpin structure, Dicer cleavage sites and minimum free energy.

All the sequencing data are available through the GEO database with accession number GSE93028.

### Differentially expressed lncRNAs, miRNAs and mRNAs identification and clustering analysis

Differentially expressed (DE) lncRNAs, miRNAs and mRNAs (Benjamini & Hochber method corrected *p*-value <0.05) were identified using DESeq R package (1.8.3) for each of the following comparisons: (1) egg-laying queens *vs.* virgin queens (ovary activation process); (2) egg-laying inhibited queens *vs.* egg-laying queens (oviposition inhibition process); (3) egg-laying recovery queens *vs.* egg-laying inhibited queens (oviposition recovery process). Furthermore, the expression of each RNA type was analyzed with unsupervised hierarchical clustering with the R package of “pheatmap”. To do unsupervised hierarchical clustering, firstly, the expression of RNA was normalized. For normalization of lncRNA and mRNA, the following formula was used: FPKm = log_10_FPKM + 1. For normalization of miRNA, the following formula was applied: TPm = log_10_TPM + 1 (TPM, transcripts per kilobase million). Then the Euclidean distance was used to measure the degree of similarity between the expression profiles of samples. The method in the package to cluster distance is “complete”.

### Prediction of lncRNA and miRNA target genes

The potential trans role of lncRNAs (acting on non-neighboring genes) can be assessed by correlating expression levels between lncRNAs and mRNAs. The trans role of lncRNAs in coding genes was examined based on the expression correlation coefficient (Pearson correlation ≥ 0.95 or ≤ −0.95). To predict miRNAs targets, we searched for the targets in the 3′ UTR of genes models. For genes lacking a predicted 3′ UTR, the region 1,000 bp downstream of the stop codon were included. The prediction was performed by Miranda with the following parameter: free energy <−10 kcal/mol and score >140 (Enright et al., 2003).

### Functional enrichment analysis

*Apis mellifera* gene set was annotated based on the corresponding *Drosophila melanogaster* orthologues and catergorized by their biological functions. Gene annotation was done by a homology-based method. *Apis mellifera* CDS sequences were blasted against the *Drosophila melanogaster* peptide sequences (Ensembl database *Release 74*) using the comment “-p blastx -m8 -e 1e-5-F F”. The minimum peptide alignment must be more than 50 aa. The correspondence relationship of *Apis mellifera* genes and ontology categories was decided by the hit with the best alignment score. Gene ontology (GO) enrichment analysis with the *Drosophila melanogaster* reference gene set was implemented by the GOseq R package (Young et al., 2012). KEGG pathways analysis was performed using KOBAS to determine the involvement of genes in different biological pathways (Mao et al., 2005).

### Chromosomal localization of DE lncRNAs and mRNAs in quantitative trait locus (QTL) for ovary Size

The localization of the DE lncRNAs and DE mRNAs on *Apis mellifera* chromosomes was accessed from NCBI database (*Amel_4.5*). Each RNA location was estimated in centimorgans and was compared with the location of a significant QTL previously identified for ovary size. This QTL locates on chromosome 11 between the position 8.9 Mb and 12.2 Mb (Graham et al., 2011; Linksvayer et al., 2009). Genes or RNAs which locate within the QTL confidence intervals were accepted as candidate genes for ovary size and potential candidate genes for oviposition.

### Construction of lncRNA-miRNA-mRNA network

To construct lncRNA-miRNA-mRNA network, we first selected lncRNAs which were predicted to act as miRNA targets or decoys by Fan’s methods (Fan et al., 2015). Next, to define the miRNA-mRNA relationships, the Pearson correlation coefficient value between a miRNA and its target mRNA was calculated, and strongly correlated miRNA-mRNA pairs (the absolute value of greater 0.8) were selected (either positive or negative). To construct the network, each DE RNA node must be either in a lncRNA-miRNA pair or in a miRNA-mRNA pair. The nodes in the network consisted of miRNAs, lncRNAs acting as miRNA targets, lncRNAs acting as miRNA decoys, mRNAs acting as miRNA targets. The network was visualized using Cytoscape (version 3.4.0) (Smoot et al., 2011).

### Real time PCR

In order to confirm sequencing results, the expression of five lncRNAs, five mRNAs and five miRNAs were validated by real time PCR using the same 12 ovary samples used for sequencing. Following total RNA extraction, ovarian samples were reversely transcribed to generate cDNA. For cDNA synthesis of lncRNA and mRNA, an M-MLV FIRST STRAND KIT (Invitrogen, Shanghai, China) and an oligo (dT)18 primer were used in a reverse transcription reaction of 20 µl, following the supplier’s instructions. For miRNA cDNA synthesis, a miRcute miRNA cDNA synthesis kit (Tiangen Biotech, Beijing, China) was used. In brief, *E.coli* Poly(A) Polymerase was used to add a poly(A) tail at 3′ end and then Oligo(dT)-Universal tag was used in a reverse transcription reaction following the supplier’s instructions. Two microliters of each cDNA was subjected to PCR amplification using specific primers (Table S1). The PCR efficiency of each gene was estimated by standard curve calculation using four points of cDNA serial dilutions. Cycle threshold (*Ct*) values were transformed to quantities using the comparative *Ct* method, setting the relative quantities of the virgin queens group for each gene to 1 (quantity = 10 − ΔCt/slope). Data normalization of lncRNA and mRNA were carried out using the Actin reference gene. Data normalization of miRNA was carried out using the U6 reference gene. The correlation between the results of sequencing and PCR was calculated using correlation test.

**Figure 1:**
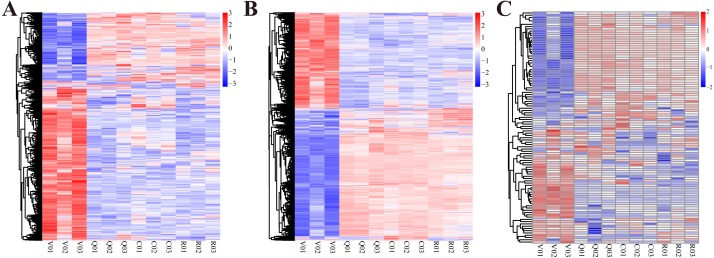
The cluster heat map of expression profiles of lncRNAs, mRNAs and miRNAs at different statuses during ovary activation and oviposition regulation. (A) The cluster heat map of expression profiles of lncRNAs; (B) the cluster heat map of expression profiles of mRNAs; (C) the cluster heat map of expression profiles of miRNAs.V, group of virgin queens (*n* = 3); Q, group of egg-laying queens (*n* = 3); C, group of egg-laying inhibited queens (*n* = 3); R, group of egg-laying recovery queens (*n* = 3).

## Results

### Genome-wide identification of DE lncRNAs, mRNAs and miRNAs from honey bee queens

Sequencing of all lncRNA and mRNA libraries generated 1,243,644,174 raw paired-end reads with a length of 150 bases, resulting in a total of 16.7 gigabases. 

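The ovaries of 12 queens, 3 in each group, were sequenced individually, and for each mRNA library the authors deposited FPKM values that Cufflinks had estimated after alignment with TopHat. The values are therefore already divided by the length of the transcript and by the number of mapped fragments. The table holds 21596 transcripts, of which 1171 were listed at 0 in every library, and the lncRNAs were not analysed here. Fragment counts per library were not used here, so the depth behind each FPKM value is unknown, and the number of reads stated by the paper covers all libraries together. The FPKM values summed to between 355905 and 405177 in the libraries of virgin queens (median 381810) and to between 521059 and 559542 in those of the 9 mated queens (median 531090). Between libraries of the same group, the Spearman correlation across transcripts was between 0.960 and 0.971. A pseudocount of 1 was added to each FPKM value before the base-2 logarithm was taken. The 17924 transcripts with a mean FPKM of at least 0.1 were then compared with limma (eBayes with trend) in a single fit of the 4 groups. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and transcripts with an adjusted p under 0.05 were taken as differentially expressed. A gene with several transcripts was read from the transcript with the highest mean FPKM.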

Sequencing of all miRNA libraries generated 152,659,565 raw single-end reads with a length of 50 bases, resulting in a total of 7.631 gigabases. 

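For the small RNA libraries of the same 12 ovaries, the authors deposited the reads counted on 178 miRNAs, 12 of which they had predicted themselves, and TPM values made from these counts. The counts are not normalized, and each TPM value equals the count scaled to a common library size. Between 1510420 and 2473711 counts per library fell on miRNAs in virgin queens (median 2396373). In egg-laying queens the library totals ran from 128749 to 347725 (median 198712), in egg-laying inhibited queens from 190236 to 279188 (median 215816) and in egg-laying recovery queens from 267835 to 430457 (median 304354). The median total of the virgin queens was thus 8.95 times that of the 9 mated queens. All libraries together held 8743576 counts, on which the values given here rest, whereas the paper states the number of raw reads. MiR-276 alone took between 45.7% and 61.3% of the counts in virgin queens and between 29.0% and 41.8% in mated queens. Because so abundant a miRNA changes the share of every other, the counts were scaled by the TMM method of edgeR. The 106 miRNAs with at least 10 counts in at least 3 libraries were compared with the quasi-likelihood test of edgeR in a single fit of the 4 groups, adjusted as for the mRNAs. The standard error given with a log2 change of a miRNA is the size of the change divided by the square root of its F statistic.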

The whole expression profiles of lncRNAs, miRNAs and mRNAs of ovaries at four different conditions are presented in Fig. 1. 

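Clustered as in Fig. 1, with the Euclidean distance and complete linkage on the base-10 logarithm of each value with 1 added, the 12 mRNA libraries divided first into the 3 virgin queens and the 9 mated queens, and the miRNA libraries divided in the same way. The mean distance between virgin and mated libraries was 2.22 times that between libraries of different mated groups for the mRNAs (SD 0.155 over the pairs of libraries) and 1.56 times for the miRNAs (SD 0.146). Among the mated queens, libraries of different groups lay 1.09 times as far apart as libraries of the same group for the mRNAs and 1.10 times for the miRNAs, and on untransformed values 1.27 and 1.96 times. Divided into 4 clusters by their mRNAs, the egg-laying queens were joined by recovery queen 1, the egg-laying inhibited queens by recovery queens 2 and 3, and the virgin queens were split, so that no group formed a cluster of its own. By their miRNAs, 2 groups stood alone, the virgin queens and the egg-laying inhibited queens. Untransformed values moved the distance ratios of virgin and mated queens most, to 3.43 for the mRNAs and 3.42 for the miRNAs.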

From the expression profiles, DE lncRNAs, mRNAs and miRNAs were discriminated between different groups (Table 1 and Table S2). A total of 740 lncRNAs, 5481 mRNAs and 81 miRNAs were differentially expressed in ovary activation process (egg-laying queens *vs.* virgin queens). 

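Of the 17924 transcripts, 9959 were differentially expressed in egg-laying queens vs. virgin queens, 5024 with higher and 4935 with lower values in egg-laying queens. Among the 106 miRNAs, 76 were differentially expressed, 36 higher and 40 lower. The direction of the mRNA changes depended on the scaling of the libraries. With every library rescaled to the same sum of FPKM, 3073 transcripts were higher and 7967 lower, while the median log2 change of all transcripts moved from −0.05 to −0.36. Without TMM, on library size alone, 45 miRNAs were higher and 22 lower, and the median log2 change moved from −0.15 to 0.41. Gene 102654683 (XM_006572034.1) rose from 35.1 ± 55.8 FPKM (SD, n = 3 queens) to 3617 ± 285 FPKM, a log2 change of 8.31 (standard error 0.94, adjusted p = 1.59e-05 from limma). Transcript XM_001123087.3 was listed at 0 in the virgin queens and at 1088 ± 212 FPKM (SD, n = 3) in the egg-laying queens. Its values varied widely in the other mated queens, from 0 to 919 FPKM in inhibited and from 98.3 to 1182 FPKM in recovery queens. Gene 724721 (XM_001120613.3) fell from 149 ± 85.4 FPKM (SD, n = 3) to 2.63 ± 0.904 FPKM, a log2 change of −5.25 (standard error 0.46, adjusted p = 2.15e-06). Given as CPM, the TMM-normalized count scaled to a common library size, miR-31a fell from 3843 ± 638 (SD, n = 3) to 70.5 ± 18.1, a log2 change of −5.83 (standard error 0.29, adjusted p = 5.02e-09 from edgeR). MiR-3756 rose from 99.1 ± 60.4 to 1567 ± 167 normalized CPM (SD, n = 3), a log2 change of 3.99 (standard error 0.36, adjusted p = 6.32e-07).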

Eighty-eight lncRNAs, 338 mRNAs and 13 miRNAs were differentially expressed in oviposition inhibition process (egg-laying inhibited queens *vs.* egg-laying queens). 

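In egg-laying inhibited queens vs. egg-laying queens, 25 transcripts were differentially expressed, 16 higher and 9 lower in the inhibited queens. None of the 106 miRNAs reached an adjusted p under 0.05 (0 of 106, with 13 at an unadjusted p under 0.05), and the lowest adjusted p was 0.237. All 338 mRNAs that Table S2 lists for this comparison changed here in the direction listed, 251 of them (74.3%) with no overlap between the groups where chance gives 10%, and 17 of them were differentially expressed, but the list was drawn from these same libraries, so the shares are no independent evidence. Weighting each library by its spread with the array weights of limma moved the number of transcripts most, to 90, and leaving out inhibited queen 1 lowered it to 9. Gene 100578021 (XM_003251959.2) rose from 5.01 ± 0.820 FPKM (SD, n = 3 queens) to 24.8 ± 5.79 FPKM, a log2 change of 2.09 (standard error 0.32, adjusted p = 0.0323 from limma), a difference that lost its adjusted p under 0.05 in 14 of 23 alternatives. Gene 725283 (XM_001121151.3) rose from 5.95 ± 0.657 to 23.4 ± 3.81 FPKM (SD, n = 3), with the same adjusted p, which was lost in 12 of 23 alternatives. Transcript XM_001122419.3 fell from 8.41 ± 3.95 to 0.143 ± 0.248 FPKM (SD, n = 3), a log2 change of −2.95 (adjusted p = 0.0484), and kept an adjusted p under 0.05 in 7 of 23 alternatives. Transcript XM_006567413.1 was listed at 22.1 ± 4.14 FPKM (SD, n = 3) in the egg-laying queens and at 0 in the other 9 libraries.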

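After release, 118 transcripts were differentially expressed in egg-laying recovery queens vs. egg-laying inhibited queens, 73 higher and 45 lower in the recovery queens. Array weights raised this number to 485, and with each library left out in turn it lay between 19 (without recovery queen 2) and 230 (without virgin queen 2). The 497 mRNAs of Table S2 for this comparison all changed in the direction listed, 408 of them (82.1%) without overlap against 10% by chance, and 68 were differentially expressed, with the list again drawn from the libraries used here. Of the miRNAs, only miR-3759 was differentially expressed, and 6 had an unadjusted p under 0.05. It fell from 191 ± 48.0 to 22.3 ± 13.9 normalized CPM (SD, n = 3 queens), a log2 change of −3.04 (standard error 0.62, adjusted p = 0.0323 from edgeR) that rests on 32 to 63 counts per inhibited queen and 3 to 15 per recovery queen. Its adjusted p passed 0.05 when any of 5 libraries of these groups was left out. Gene 410013 (XM_003249174.2) rose from 0.443 ± 0.266 to 10.9 ± 4.96 FPKM (SD, n = 3), a log2 change of 2.97 (standard error 0.32, adjusted p = 0.00285 from limma). Gene 551263 (XM_006568515.1) rose from 3.22 ± 0.393 to 26.8 ± 8.83 FPKM (SD, n = 3), a log2 change of 2.67 (standard error 0.22, adjusted p = 0.000589). GstS4 (XM_006560503.1) fell from 10.6 ± 6.54 to 0.898 ± 1.55 FPKM (SD, n = 3), a log2 change of −2.75 (standard error 0.50, adjusted p = 0.0364), which stayed under 0.05 in 11 of 23 alternatives. Gene 100578021 fell to 1.74 ± 1.37 FPKM (SD, n = 3) in the recovery queens.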

One hundred lncRNAs, 497 mRNAs and four miRNAs were differentially expressed in oviposition recovery process (egg-laying recovery queens *vs.* egg-laying inhibited queens). A summary of the up-/down-regulated information is shown in Table 1.

**Table 1:** Number of differentially expressed coding and non-coding RNAs identified from each comparison.

Number of differentially expressed RNAs	Ovary activation (Egg-laying queens compared with virgin queens)		Oviposition inhibition (Egg-laying inhibited queens compared with egg-laying queens)		Oviposition recovery (Egg-laying recovery queens compared with egg-laying inhibited queens)	
	Up-regulated	Down-regulated	Up-regulated	Down-regulated	Up-regulated	Down-regulated
mRNAs	3218	2263	266	72	256	241
lncRNAs	224	516	57	31	40	60
miRNAs	39	42	9	4	2	2

### GO and pathway enrichment analysis

Functional annotation analysis of target genes of the DE lncRNAs, miRNA and mRNA was performed to identify GO terms and KEGG pathways with higher confidence (Table S3–S5). Because GO terms and pathways enriched with the DE lncRNAs, miRNA and mRNAs were similar to each other, here we only describe the enrichment results of DE mRNAs. In the ovary activation process, most of the enriched GO_BP terms of DE mRNAs were involved in tissue development, energy producing and hormone biosynthesis and metabolism, such as oocyte microtubule cytoskeleton polarization, fatty acid oxidation, neurotrophin signaling pathway, ecdysteroid catabolic process (Table S3). In the oviposition inhibition process, contrary to the ovary activation process, several GO terms were not enriched, but enrichment occurred again when oviposition recovered, such as cellular response to transforming growth factor beta stimulus, positive regulation of cyclase activity, post-embryonic hemopoiesis, larval lymph gland hemopoiesis, eye pigment biosynthetic process, and compound eye cone cell fate commitment (Table S3).

DE mRNAs enrichment (*p* < 0.05) was seen in KEGG pathways (Table S3). Several pathways were both enriched in ovary activation and oviposition regulation process, namely glycerolipid metabolism, glycerophospholipid metabolism, hippo signaling pathway—fly, inositol phosphate metabolism, MAPK signaling pathway—fly, neuroactive ligand–receptor interaction, notch signaling pathway, phosphatidylinositol signaling system and Wnt signaling pathway (Table 2).

**Table 2:** Intersection set of significantly enriched pathways with DE lncRNAs, DE mRNAs and DE miRNAs.

Significantly enriched pathways	Q_V	C_Q	R_C	Significantly enriched pathways	Q_V	C_Q	R_C
Arginine and proline metabolism		√	√	mTOR signaling pathway	√	√	√
Base excision repair	√		√	Mucin type O-Glycan biosynthesis	√		
Biosynthesis of amino acids	√	√		Neuroactive ligand–receptor interaction	√	√	√
Circadian rhythm - fly	√	√	√	N-Glycan biosynthesis	√	√	
Cysteine and methionine metabolism	√	√		Nitrogen metabolism	√	√	
Dorso-ventral axis formation	√	√	√	Notch signaling pathway	√	√	√
Drug metabolism - other enzymes	√	√		Other glycan degradation			
ECM-receptor interaction	√	√		Peroxisome	√		
Endocytosis	√	√		Phenylalanine metabolism	√	√	
Folate biosynthesis		√		Phosphatidylinositol signaling system	√	√	√
FoxO signaling pathway	√	√	√	Phototransduction - fly	√	√	√
Galactose metabolism	√			Proteasome	√	√	
Glycerolipid metabolism	√	√	√	Protein processing in endoplasmic reticulum		√	
Glycerophospholipid metabolism	√	√	√	Purine metabolism	√	√	√
Glycosaminoglycan biosynthesis - chondroitin sulfate / dermatan sulfate		√		Retinol metabolism		√	
Glycosaminoglycan biosynthesis - heparan sulfate / heparin		√	√	RNA degradation	√	√	√
Hedgehog signaling pathway	√	√		RNA transport	√	√	√
Hippo signaling pathway - fly	√	√	√	Spliceosome	√	√	√
Inositol phosphate metabolism	√	√	√	Starch and sucrose metabolism	√		
Jak-STAT signaling pathway			√	Sulfur metabolism	√		
Lysine degradation	√			TGF-beta signaling pathway	√	√	√
MAPK signaling pathway - fly	√	√	√	Tyrosine metabolism	√	√	
Metabolic pathways	√	√	√	Ubiquinone and other terpenoid-quinone biosynthesis	√	√	
mRNA surveillance pathway	√	√	√	Wnt signaling pathway	√	√	√

**Notes.**

V group of virgin queens Q group of egg-laying queens C group of egg-laying inhibited queens R group of egg-laying recovery queens

### Chromosomal localization of DE lncRNAs and mRNAs in QTL region for ovary size

If the differentially expressed lncRNAs and mRNAs were found located within the confidence interval of the QTL for ovary size, they could be regarded as candidate genes for ovary size and potential candidate genes for oviposition. In this way, 73 candidate genes and 14 lncRNAs (Table S6) were identified.

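Table S6 places the 73 genes on chromosome 11 of Amel_4.5, from position 9010285 to 12199461, and each was read from the transcript that the table names. In egg-laying queens vs. virgin queens, 66 of the 73 were differentially expressed, 46 higher and 20 lower in egg-laying queens, and the groups did not overlap for 67 where chance gives 10%. Because the paper drew up the list from the same libraries, this share is not independent evidence. The number lay between 61 and 67 when each library was left out in turn. The largest rise was that of a micronuclear linker histone polyprotein-like gene (100577041, XM_006566491.1; position 12089000 to 12091734), with a log2 change of 6.47 (standard error 0.60, adjusted p = 3.31e-06 from limma). Breast cancer anti-estrogen resistance protein 3 (410332, XM_006566366.1; position 10746612 to 10763490) showed the largest fall, with a log2 change of −2.56 (standard error 0.32, adjusted p = 3.21e-05). After inhibition, 1 gene of the region was differentially expressed, clavesin-2 (552447, XM_624820.4), which rose by a log2 change of 1.19 (standard error 0.18). After recovery there were 2, clavesin-2, which fell by 1.08 on the log2 scale, and vesicular glutamate transporter 2.1 (725462, XM_001121305.3), which rose by 0.66. These 4 genes were chosen after their values were seen.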

### Construction of the lncRNA-miRNA-mRNA network

The bioinformatic analysis predicted that 469 lncRNAs were targeted by 69 miRNAs and 117 lncRNAs acted as decoys to 31 miRNAs. The transcriptome network was constructed based on the lncRNA-miRNA and the miRNA-mRNA relationship pairs. The resulting network consists of 229 lncRNA-miRNA pairs and 225 miRNA-mRNA pairs (Fig. S1 and Table S7).

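Table S7 holds 255 miRNA-mRNA pairs with 240 genes, of which 190 could be paired with a transcript of the deposited table, and correlations were computed for 205 pairs. The values were the base-2 logarithms of TPM and FPKM, each with 1 added. Over the 12 queens, 16 of the 205 pairs (7.80%) had a Pearson correlation above 0.8 in size, 10 of them negative and 6 positive. Among 100000 random pairs of a miRNA of the network and a tested transcript, 12.0% did. Since virgin and mated queens form separate clusters, the share was also computed within the 9 mated queens, where 9 of 200 pairs (4.5%) passed against 1.75% of random pairs. With the Spearman correlation over the 12 queens, 3 pairs passed, and without virgin queen 1 the Pearson correlation left 7. Of the 55 miRNAs of the table, 32 were tested and 28 were differentially expressed in egg-laying queens vs. virgin queens. In 56 pairs the miRNA and the gene were both differentially expressed in that comparison.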

To further investigate the potential candidate genes and RNAs for ovary activation and oviposition, a reproductive associated network was constructed containing the DE miRNAs and mRNAs which played specific or suspected roles in reproduction, and the DE lncRNAs and mRNAs located in the QTL region for ovary size. 

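Among the 83 miRNA-mRNA pairs of the reproductive associated network in Table S8, which join 74 genes and 16 miRNAs, 73 could be computed. Over the 12 queens, 9 of these (12.3%) passed a correlation of 0.8 in size, and within the 9 mated queens 6 (8.22%) did, all of them positive.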

The network was constructed with 105 lncRNA-miRNA pairs and 83 miRNA-mRNA pairs, consisted of 105 lncRNAs, 25 miRNAs and 74 mRNAs (Fig. 2 and Table S8).

**Figure 2:**
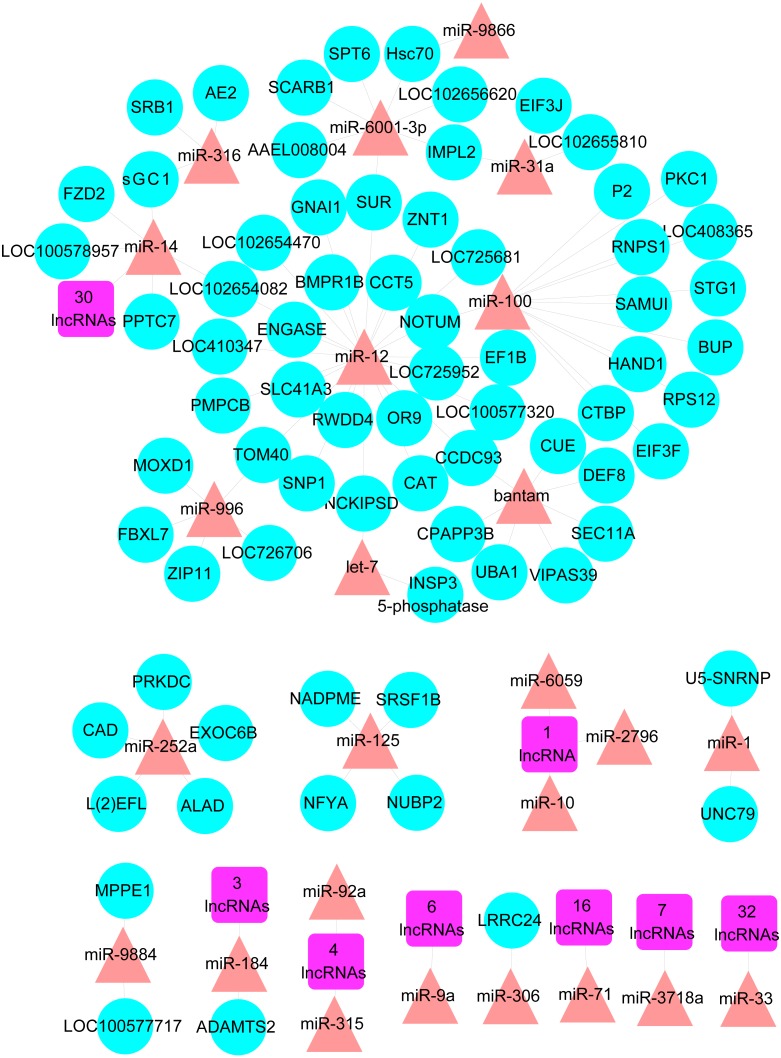
The reproductive associated lncRNA-miRNA-mRNA network. The network was constructed with DE lncRNAs, DE miRNAs and DE mRNAs which have known or suspected roles in reproduction and/or located in the QTL region for ovary size. Purple square nodes represent lncRNAs. Red triangle nodes represent miRNAs. Blue circle nodes represent mRNAs.

### Validation of RNA-Seq data by real time PCR

In order to validate the sequencing results, the expression of five lncRNAs, five mRNAs and five miRNAs were tested by using real time PCR with the same RNA samples used for sequencing (Table S1). The expression profiles of these genes/RNAs detected by real time PCR were consistent with those obtained by sequencing, which confirmed the reliability of our sequencing results.

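From the deposited values, egg-laying queens differed from virgin queens in the same direction as in the paper's real time PCR for 5 of 5 miRNAs and for 1 of 5 mRNAs, by the ratio of the group means and also by that of the group medians. The mRNA was histone H3 (726542, XM_003251571.2), whose log2 ratio of means was 3.01, beside the paper's PCR value of 3.02. Transcript XM_391859.5 had 534 ± 89.9 FPKM (SD, n = 3 queens) in virgin and 741 ± 72.5 FPKM in egg-laying queens, a log2 ratio of 0.47, where the paper's PCR value is −0.33. The sign of this transcript depends on the scaling, since with every library rescaled to the same sum of FPKM its log2 change went from 0.48 to −0.02 (adjusted p = 0.916, from 0.0101 to 0.916 over the alternatives). For transcript XM_392667.5, with 42.0 ± 3.56 and 68.2 ± 9.78 FPKM (SD, n = 3), the log2 ratio was 0.70 and the PCR value is −0.40. Transcript NM_001242656.1 rose from 425 ± 90.3 to 739 ± 36.7 FPKM (SD, n = 3), a log2 ratio of 0.80, beside a PCR value of −0.52. The log2 ratio of myophilin (XM_392114.5) was −0.74 from the deposited values and is 2.92 by PCR. For the mRNAs other than histone H3, the virgin and egg-laying FPKM in Table S1 equal the deposited means of the other group. Their PCR signs are therefore opposite to the deposited values but the same as those of the FPKM printed in Table S1. Among the miRNAs, miR-263a rose from 623 ± 70.6 to 2603 ± 347 TPM (SD, n = 3), a log2 ratio of 2.06 beside 4.83 by PCR. MiR-3791 rose from 3998 ± 2130 to 19891 ± 2723 TPM (SD, n = 3), a log2 ratio of 2.31 beside 6.66, and miR-279c had a log2 ratio of 1.52 beside 2.57. The log2 ratios of miR-100 (−0.16) and miR-125 (−0.23) were small, and TPM values of both groups overlapped. Their PCR values are −0.02 and −0.09, so their agreement in sign rests on almost no change by PCR. With TMM scaling the groups did not overlap. The log2 changes were then −0.71 for miR-100 (adjusted p = 0.000538 from edgeR) and −0.79 for miR-125 (adjusted p = 0.00403), larger falls than by PCR. Neither had an adjusted p under 0.05 on library size alone or on TPM values. With TMM, miR-3791 rose by 1.77 and miR-279c by 0.96 on the log2 scale. For 5 of 5 miRNAs, miR-263a included, the TPM ratio lay nearer to the PCR value than the TMM change did. TMM moves all miRNAs of a library by the same factor, so these are not 5 separate tests of the scaling. From the comparison of PCR and sequencing profiles, the paper concludes that its sequencing results are reliable.

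**Figure D1:**
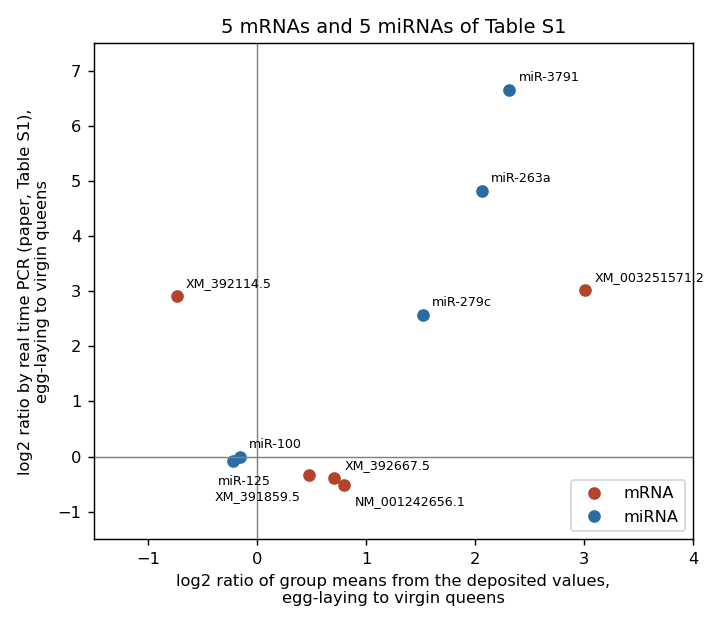
Base-2 logarithm of the ratio of egg-laying to virgin queens for 5 mRNAs and 5 miRNAs, with the ratio of group means from the deposited values on the horizontal axis and the paper's real time PCR value on the vertical axis. The 5 miRNAs and histone H3 (XM_003251571.2) lie in the quadrants of equal sign, and the other 4 mRNAs lie in the quadrants of opposite sign. MiR-100 and miR-125 have PCR values of only −0.02 and −0.09. For these 4, the virgin and egg-laying FPKM in Table S1 equal the deposited means of the other group.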

## Discussion

In the present study, dynamical lncRNAs, mRNAs and miRNAs expression profiles in ovary activation and oviposition processes in honey bees were identified. However, the complex molecular mechanism behind the oviposition activation and regulation still needs to be illustrated.

### Representative enriched pathways

The gene function analysis showed that DE RNAs enrichment was seen in a number of pathways in ovary activation and/or oviposition regulation process. Some of the pathways are particularly interesting, such as Wnt, hippo, TGF-beta, notch, MAPK, FoxO and mTOR signaling pathways (Fig. 3). More than 50% of the genes in those pathways were differently expressed according to our results. Some of the pathways have known or suspected roles in honey bees. For example, Wnt, hippo, notch, MAPK and TOR pathways were reported to be involved in caste determination in honey bees (Ashby et al., 2016; Wheeler, Buck & Evans, 2014). Caste determination is inseparably linked with the ovary development status. Although, so far, studies on the effect of these pathways on oviposition are not available, some insights can be drawn from other species.

**Figure 3:**
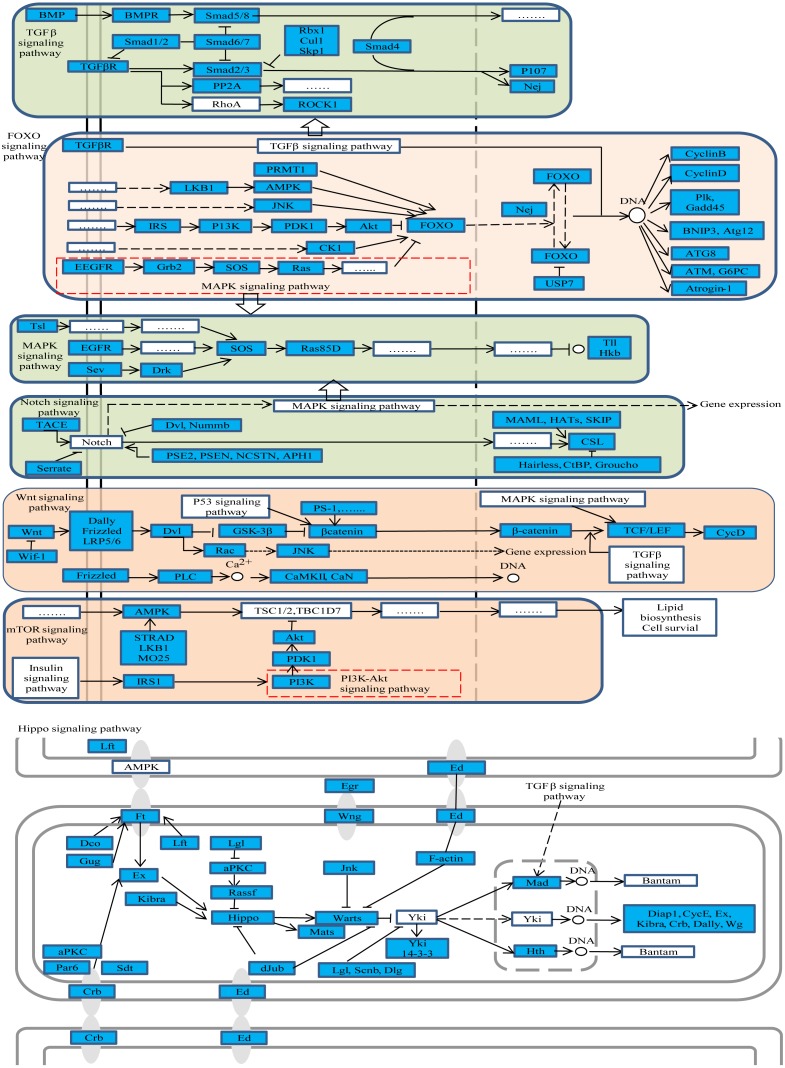
The representative enriched pathways map. DE genes were marked in blue. Genes without color and “......” stand for genes involved in the pathway but not differentially expressed in our results.

The Wnt signaling pathway was found to be involved in the development of reproductive system such as the development of ovarian follicules, ovulation and luteinization (Sun & Wang, 2003). The hippo signaling pathway was also reported to be related to the regulation of mouse ovarian functional remodeling (Ye et al., 2017). Moreover, the hippo signaling pathway can coordinate with Wnt, TGF-beta and notch signaling pathways affecting organ size in *Drosophila* (Barry & Camargo, 2013). Because after queen mating, the size of ovary will become bigger than the virgin’s (Koeniger, 2008), we also observed many genes in Wnt, TGF-beta, hippo and notch signaling pathways that were differentially expressed in mated queens compared with virgin queens. It indicated that those pathways may participate in ovarian function remodeling after mating to prepare for oviposition in honey bees. The oocyte growth and development is crucial to successful oviposition, particularly during the height of the brood-rearing season when a good queen can lay up to 1,500 eggs per day (Koeniger, 2008). Studies in mammal found that TGF-beta, MAPK and FoxO signaling pathways regulate oocytes growth and development (Edmonds et al., 2010; Kretzschmar, Doody & Massagué, 1997; Zhang et al., 2011). Also, there were studies showing that the TGF-beta signaling pathway was essential for oogenesis in *Drosophila* (Twombly et al., 1996). TGF-beta, MAPK and FoxO signaling pathways demonstrated enrichment in DE RNAs in our results, which indicated that these pathways may involve in oocyte growth and development in honey bees.

The queen is the only fertile female in a honey bee colony, and it constrains the reproduction of worker bees. A recent study reported that notch signaling facilitated the queen to repress ovary activity and maintain reproductive sterility in the worker bees (Duncan, Hyink & Dearden, 2016). Also, TOR pathway was found to be associated with the reproductive status in workers (Patel et al., 2007). DE RNAs enrichment was observed in the present study in both notch and TOR signaling pathways in mated queens, which demonstrated that notch and TOR pathways possessed signaling functions in strengthening the reproductive constraint after queen mating.

Further, the studied pathway maps were looked up in KEGG database to assess whether there is a relationship among them. The results showed that they were closely interacting with each other as shown in Fig. 3, whereby, for example, TGF-beta signaling pathway was part of hippo and Wnt signaling pathways. These pathways were enriched both in oviposition activation and oviposition process. Considering the roles of these pathways in ovarian function remodeling, oocyte growth and development and other related processes, they are critical for a successful oviposition by complex fine-tuning relationships.

Among the DE genes in those pathways, several genes were found to participate in more than one pathway. The gene nejire (*Nej*, also known as CREB-binding protein (*CBP*)) participated in three pathways, namely notch, FoxO and TGF-beta signaling pathways. Additionally, *Nej* was significantly up-regulated in the egg-laying queens compared to virgin queens. Also, studies in *Drosophlia melanogaster* found that *Nej* was involved in regulation of many pathways during embryo development, through hedgehog, wingless and TGF-beta signaling pathways (Fernandez-Nicolas & Belles, 2016). Taken together, we could conclude that *Nej* may participate in embryonic development in honey bees through notch, FoxO and TGF-beta signaling pathways, and can be considered as the potential candidate genes for oviposition.

### Genes and lncRNAs co-localized in QTL region for ovary size

We compared the location of the DE genes and DE lncRNAs on the honey bee genome available at the NCBI database (*Amel_4.5*) with one QTL for ovary size. Seventy-three genes and 14 lncRNAs were identified, and some of them together with their key function will be explained further.

Among the 73 genes, G2/mitotic-specific cyclin-B3 (*CycB3*) is the one we paid special attention. It was shown for example that *CycB3* controlled oocyte maturation and early embryo development in mouse (Polański, Homer & Kubiak, 2012), but studies of *CycB3* in reproduction in honey bees are scarce. Figure 3 showed that *CycB3* was significantly up-regulated in ovary activation process and participated in the FoxO signaling pathway, which implies that *CycB3* may play important roles in oviposition and affect oocyte maturation in honey bees through FoxO signaling pathway.

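CycB3 (XM_006566305.1) lies on chromosome 11 of Amel_4.5 from 9396773 to 9400635, inside the QTL region. Its expression rose from 13.1 ± 3.54 FPKM (SD, n = 3 queens) in virgin queens to 136 ± 17.9 FPKM in egg-laying queens, a log2 change of 3.31 (standard error 0.20, adjusted p = 1.18e-07 from limma), and the lowest egg-laying queen, at 122 FPKM, stood above the highest virgin queen, at 16.6 FPKM. Across 23 alternatives the log2 change stayed between 2.84 and 3.49. Inhibited queens had 122 ± 22.0 FPKM (SD, n = 3) and recovery queens 107 ± 20.0 FPKM. These differences were within the spread between queens, with adjusted p-values of 0.903 after inhibition and 0.717 after recovery. From the rise in ovary activation and its place in the FoxO pathway, the paper proposes that CycB3 may affect oocyte maturation and oviposition.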

Two lncRNAs, XLOC_073978 and XLOC_081294 (sequence information noted in Table S2) are of particular interest. The predicted targets of XLOC_073978 included myophilin-like, yellow-f and cytochrome P450 9Q1 (*CYP9Q1*). 

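Among the predicted targets, myophilin (XM_392114.5) fell from 157 ± 29.5 FPKM (SD, n = 3 queens) in virgin queens to 94.2 ± 8.18 FPKM in egg-laying queens, a log2 change of −0.72 (standard error 0.13, adjusted p = 0.000549 from limma). Yellow-f (NM_001011635.1) was listed at 1.06 ± 0.612 FPKM (SD, n = 3) in virgin queens and 0.0495 ± 0.0572 FPKM in egg-laying queens. Its log2 change was −0.93 (standard error 0.19, adjusted p = 0.00133), with the lowest virgin queen at 0.360 FPKM and the highest egg-laying queen at 0.112 FPKM. Neither transcript was differentially expressed after inhibition or after recovery.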

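Obp10 (NM_001040204.1) fell from 11.8 ± 2.70 to 5.28 ± 0.306 FPKM (SD, n = 3) in ovary activation, a log2 change of −1.01 (standard error 0.19, adjusted p = 0.000742 from limma). Mlc2 (409881, XM_006558321.1) fell from 189 ± 89.9 to 16.5 ± 2.77 FPKM (SD, n = 3), a log2 change of −3.35 (standard error 0.26, adjusted p = 8.24e-07). Each inhibited queen (10.6 ± 2.22 FPKM; SD, n = 3) had a lower value of Mlc2 than each egg-laying queen, a log2 change of −0.60 with an adjusted p of 0.639. Recovery queens had 13.6 ± 1.86 FPKM (SD, n = 3), a log2 change of 0.34 from the inhibited queens (adjusted p = 0.602).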

The predicted targets of XLOC_081294 included yellow-b, odorant binding protein 10 (*Obp10*), myosin regulatory light chain 2 (*Mlc2*), *CYP9Q1, CYP9Q2* and *CYP9Q3*. Myophilin (also known as *CHD64*) was previously identified as *JH* response gens (Rewitz et al., 2006), which regulated many aspects of physiology and development of insects (Flatt, Tu & Tatar, 2005), including reproduction (Flatt, Tu & Tatar, 2005; Goodman & Cusson, 2012; Hartfelder & Emlen, 2005; Riddiford, 1994; Wyatt & Davey, 1996). *Mlc2* was previously detected changing expression during the ovary activation process (Manfredini et al., 2015). Concerning yellow-b, yellow-f and *Obp10*, they had been reported to relate to ovary activation and response with *Ec*, one of the most critical hormones affecting reproduction in honey bees and other insects (Amdam et al., 2010; Bloch, Hefetz & Hartfelder, 2000; Hagedorn, 1985; Pandey & Bloch, 2015). Furthermore, it is notable that three target genes from CYP450 family (*CYP9Q1, CYP9Q2* and *CYP9Q3*), some of which were previously detected to interact with *Ec* (Mello et al., 2014; Rewitz et al., 2006), showed changes of expressions in our results.

Therefore, all the predicted targets of XLOC_073978 and XLOC_081294 were associated with reproduction in honey bees. This highlights their roles in oviposition. Because the genes elsewhere in the genome might share pathways with genes in the QTL region and reflect downstream effects of the QTL (Fernandez-Rodriguez et al., 2011), they will be useful for identifying candidate genes and/or RNAs for ovary activation and oviposition by combining the information obtained from expression analysis with the QTL location analyses. Further studies will involve in studying the genes that interacted with the QTL genes.

### Analysis of DE RNAs with known or suspected roles in reproduction

Tables 3 and 4 show that 31 mRNAs and 36 miRNAs were significantly regulated in caste determination or other reproductive related process, which indicated that they have known or suspected roles of in ovary activation. 

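Of the 31 genes in Table 3, 30 could be paired with a transcript of the deposited table. In egg-laying queens vs. virgin queens, 27 of these were differentially expressed, 14 higher and 13 lower in egg-laying queens, and 29 of the 30 had the sign the table gives. In egg-laying inhibited queens vs. egg-laying queens, 23 of the 24 genes with a sign in the table had that sign. In that comparison 0 genes were differentially expressed over all transcripts, with 10 at an unadjusted p under 0.05, and 1 was when adjusted over the list alone. In egg-laying recovery queens vs. egg-laying inhibited queens, 23 of 25 had the listed sign, 1 gene was differentially expressed and 7 were when adjusted over the list alone. Table 4 lists 36 miRNAs, of which 35 were tested, and 3 names in the table carry no arm. In ovary activation all 35 had the listed sign with TMM scaling, 30 were differentially expressed (8 higher and 22 lower) and 31 were when adjusted over the list alone. On library size alone and on TPM values, miR-12, miR-190, miR-279a, miR-305, miR-317, miR-71 and miR-996 rose, against the listed sign. After inhibition 24 of 25 had the listed sign and after recovery 28 of 29, with 0 differentially expressed in either comparison, also when adjusted over the list alone, and with 8 and 1 at an unadjusted p under 0.05. The paper chose both lists on the same queens, so the counts adjusted over the lists alone are not independent evidence.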

The oviposition status is positively correlated with two genes (heat shock protein 90 (*Hsp90*) and *Usp*) and negatively correlated with ten genes. 

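Table 3 marks 9 genes with the negative pattern, lower in egg-laying than virgin queens, higher in inhibited and lower again in recovery queens, and all 9 showed the 3 signs here, as Hsp90 and USP showed the 3 opposite ones. The laying queens (3 egg-laying and 3 recovery) were then compared with the 3 inhibited queens in the same limma fit. None of the 9 negative genes was differentially expressed over all transcripts (0 of 9, adjusted p from 0.0632 to 0.878, with 5 at an unadjusted p under 0.05), and 4 were when adjusted over the list alone, a list drawn from these queens. These were RFABP (XM_006561492.1), with a log2 change of −2.40 (standard error 0.46), Vg with −2.27, CYP6AS4 with −1.06 and CYP6AS5 with −0.79. In 4 of the 9 genes, RFABP, CAH1, CYP6AS4 and Vg, every inhibited queen lay above every laying queen, where chance separates the groups in 2.38% of unselected genes, which these are not. RFABP reached an adjusted p of 0.0251 with array weights, and its adjusted p over all alternatives ran from there to 0.289. USP (409227, XM_006561552.1) had 10.2 ± 2.36 FPKM (SD, n = 3 queens) in virgin queens, 12.1 ± 1.96 in egg-laying queens, 9.99 ± 1.75 in inhibited queens and 13.4 ± 0.945 in recovery queens. Its log2 change between laying and inhibited queens was 0.33 (standard error 0.16, adjusted p = 0.475), and its rise in ovary activation (0.24) turned into a fall when the libraries were rescaled to the same sum of FPKM.

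**Figure D2:**
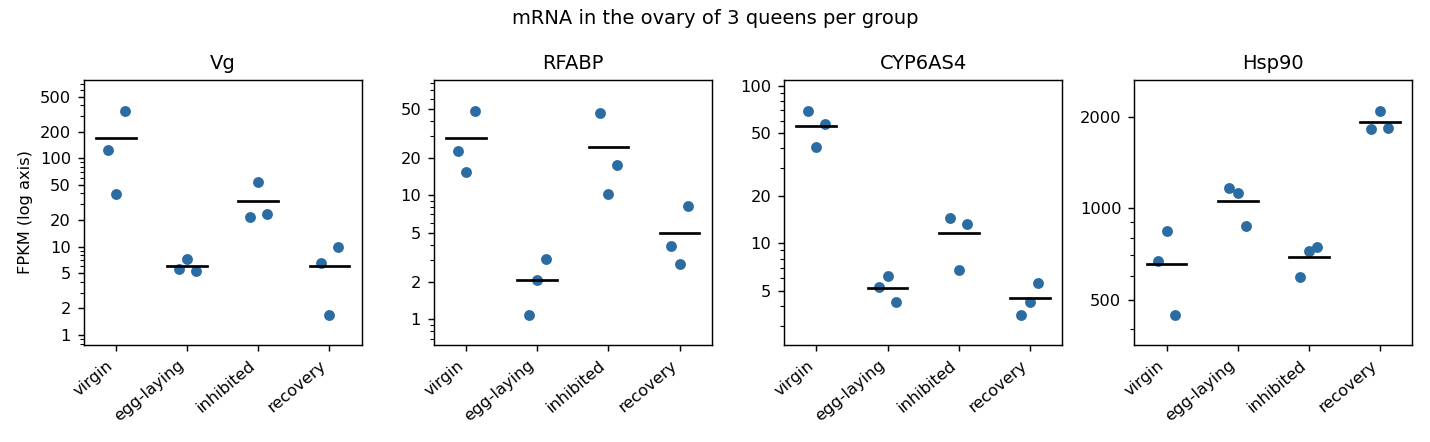
FPKM on a log axis of Vg, RFABP, CYP6AS4 and Hsp90 in virgin, egg-laying, egg-laying inhibited and egg-laying recovery queens, with a point for each of the 3 queens of a group and a line at the group mean. Every inhibited queen lies above every egg-laying and recovery queen for the first 3 genes and below them for Hsp90.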

*Hsp90* has been reported as a candidate marker gene for caste-specific ovary development (Lago et al., 2016). According to our results, *Hsp90* can also be a candidate marker for the oviposition status of the honey bee queen. 

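Hsp90 (408928, NM_001160064.1) had 653 ± 198 FPKM (SD, n = 3) in virgin queens and 1055 ± 155 FPKM in egg-laying queens, a log2 change of 0.73 (standard error 0.21, adjusted p = 0.0118 from limma). It had 689 ± 82.2 FPKM (SD, n = 3) in inhibited queens and 1921 ± 154 FPKM in recovery queens. The fall after inhibition, a log2 change of −0.61, had an adjusted p of 0.471, and the rise after recovery, a log2 change of 1.48, one of 0.0135. Recovery queens also lay above egg-laying queens, by a log2 change of 0.87 (adjusted p = 0.203). Between all 6 laying and the 3 inhibited queens the log2 change was 1.05 (standard error 0.18, adjusted p = 0.0450), and it was higher in 6 of 6 laying queens. That adjusted p ran from 0.00868 to 0.255 over 23 alternatives and passed 0.05 in 12 of them. From its results, the paper proposes Hsp90 as a candidate marker for the oviposition status of the queen.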

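CYP6AS3, CYP6AS4, CYP6AS5 and CYP6BD1 were all lower in egg-laying than in virgin queens. CYP6AS5 (NM_001040234.1) fell from 94.4 ± 23.4 to 5.59 ± 0.532 FPKM (SD, n = 3 queens), a log2 change of −3.83 (standard error 0.32, adjusted p = 1.31e-06 from limma) with 1 added to the FPKM. CYP6AS4 (XM_395671.4) fell from 55.9 ± 14.5 to 5.21 ± 0.979 FPKM (SD, n = 3), CYP6AS3 (XM_006565072.1) from 11.8 ± 0.424 to 2.85 ± 0.154 FPKM and CYP6BD1 (XM_006564436.1) from 7.13 ± 5.98 to 0.209 ± 0.0269 FPKM. Inhibited queens had higher means, of 10.5 ± 4.87 FPKM for CYP6AS5, 11.5 ± 4.16 for CYP6AS4, 4.25 ± 0.967 for CYP6AS3 and 0.629 ± 0.608 for CYP6BD1. For CYP6AS4 the rise after inhibition was a log2 change of 0.96 (adjusted p = 0.341) and the fall after recovery one of −1.15 (adjusted p = 0.0842). Changes of the other 3 genes in these comparisons were smaller and had larger adjusted p-values.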

Among the negatively correlated genes, four are CYP450 family genes. Several genes of CYP450 family were reported to act as response genes of *Ec* and 20-hydroxyecdysone (*20E*) which is the active *Ec* in most insects (Buszczak & Segraves, 1998) including honey bees (Yamazaki et al., 2011). Importantly, some CYP450 genes were identified as targets of lncRNAs, which are located in the QTL region of ovary size in our results. This highlights their roles in oviposition.

**Table 3:** Analysis of DE genes with known or suspected roles in honey bee reproduction or related process.

Gene id	Gene name	Correlate	*Ref.*	Expression level in this study		
				Q *vs.* V	C *vs.* Q	R *vs.* C
408961	Apolipophorins (known as *RFABP*)	*JH* response genes	Pandey & Bloch (2015)	Down-regulated	Up-regulated	Down-regulated
552515	ATP-dependent RNA helicase WM6 (known as Helicase at 25E)	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae	Lago et al. (2016)	Up-regulated	Down-regulated but not significantly	Up-regulated but not significantly
408827	Carbonic anhydrase 1 (*CAH1*)	*JH* response genes	Pandey & Bloch (2015)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
413762	Complement component 1 Q subcomponent-binding protein, mitochondrial	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae	Lago et al. (2016)	Down-regulated	Down-regulated but not significantly	Up-regulated
726690	Cytochrome P450 6AS3 (*CYP6AS3*)	Up-regulated in the *EcR* knock down bees	Mello et al. (2014)	Down-regulated	Up-regulated	Down-regulated but not significantly
412209	Cytochrome P450 6AS4 (*CYP6AS4*)	Up-regulated in the *EcR* knock down bees	Mello et al. (2014)	Down-regulated	Up-regulated	Down-regulated
409677	Cytochrome P450 6AS5 (*CYP6AS5*)	Up-regulated in the *EcR* knock down bees	Mello et al. (2014)	Down-regulated	Up-regulated	Down-regulated
551560	Cytochrome P450 6BD1 (*CYP6BD1*)	Up-regulated in the *EcR* knock down bees	Mello et al. (2014)	Down-regulated	Up-regulated	Down-regulated
411057	Cytochrome P450 314 A1 (*CYP314A1*)	coded for *Ec* dysone 20-hydroxylase	Rewitz et al. (2006)	Up-regulated	No change	Down-regulated but not significantly
406143	Defensin 1 (*Def1*)	Up-regulated in mated queens compared with virgin queens	Manfredini et al. (2015)	Down-regulated	Up-regulated	Down-regulated
406070	Dopamine receptor 2 (*Dopr2)*	*Ec* response genes	Rewitz et al. (2006)	Down-regulated	No change	Up-regulated
410309	*Ec*dysone-induced protein 75 (*E75*)	*Ec* response genes	Rewitz et al. (2006)	Up-regulated	Up-regulated but not significantly	No change
406084	*Ec*dysone receptor (*EcR*)	*Ec* response genes	Rewitz et al. (2006)	Up-regulated	Not detected	Not detected
408758	*Ec*dysteroid-regulated gene E74 (*E74*)	*Ec* response genes	Rewitz et al. (2006)	Up-regulated	No change	No change
409384	Heat shock protein 60 (*Hsp60*)	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae	Lago et al. (2016)	Up-regulated but not significantly	Down-regulated	Up-regulated
408928	Heat shock protein 90 (*Hsp90*)	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae; candidate marker genes for caste-specific ovary development;	Lago et al. (2016)	Up-regulated	Down-regulated	Up-regulated
408818	Hexokinase (*HK*)	*QMP* response genes	Hoover et al. (2003)	Up-regulated	No change	Down-regulated but not significantly
406117	Hexamerin 70b (*Hex70b*)	*JH* response gene, highly expressed in fourth and early fifth-instar queen ovaries	Lago et al. (2016)	Up-regulated	Up-regulated but not significantly	Down-regulated but not significantly
726542	Histone H3	*QMP* response genes; overrepresented in ovaries of queens in the fifth larval instar	Humann & Hartfelder (2011)	Down-regulated	No change	Down-regulated but not significantly
102655073	Histone H4	*QMP* response genes	Hoover et al. (2003)	Up-regulated	Up-regulated but not significantly	Down-regulated but not significantly
726965	*JH*-inducible protein	*JH* and *Ec* response gene, up-regulated in *Ec* knock down bess	Mello et al. (2014)	Up-regulated	Down-regulated but not significantly	No change
100576395	Kruppel homolog 1 (*Kr-h1*)	An immediate response gene in the *JH* response cascade	Lago et al. (2016)	Up-regulated	Down-regulated but not significantly	Up-regulated but not significantly
406121	Major royal jelly protein 3 (Mrjp3)	*Ec* response gene; down-regulated in *Ec* knock down bees	Mello et al. (2014)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
409870	Minor histocompatibility antigen H13	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae	Lago et al. (2016)	Up-regulated	Down-regulated but not significantly	No change
411820	Mitogen-activated protein kinase phosphatase-3 (*Mapk-3*)	Higher expressed in ovaries of queen larvae compared with worker larvae in fourth and early fifth larvae	Lago et al. (2016)	Down-regulated	Up-regulated but not significantly	Up-regulated but not significantly
408572	Myophilin (*CHD64*)	*JH* response genes	Rewitz et al. (2006)	Down-regulated	Down-regulated but not significantly	Up-regulated but not significantly
409881	Myosin regulatory light chain 2 (*Mlc2*)	Up-regulated in mated queens compared with virgin queens	Manfredini et al. (2015)	Down-regulated	Down-regulated	Up-regulated but not significantly
552193	Proton-coupled amino acid transporter	*QMP* response genes	Hoover et al. (2003)	Up-regulated	No change	Down-regulated but not significantly
409681	RWD domain-containing protein 1 (*RWDD1*)	*QMP* response genes	Hoover et al. (2003)	Up-regulated	Down-regulated but not significantly	Down-regulated but not significantly
409227	Ultraspiracle (*USP*)	*Ec* and *JH* response genes	Rewitz et al. (2006)	Up-regulated but not significantly	Down-regulated but not significantly	Up-regulated
406088	Vitellogenin (*Vg*)	The protein product serves as a yolk precursor in egg development	Nunes et al. (2013)	Down-regulated	Up-regulated	Down-regulated

**Notes.**

V group of virgin queens (*n* = 3) Q group of egg-laying queens (*n* = 3) C group of egg-laying inhibited queens (*n* = 3) R group of egg-laying recovery queens (*n* = 3)

**Table 4:** Analysis of DE miRNAs with known or suspected roles in honey bee reproduction or related process.

miRNA id	Correlate	*Ref.*	Expression level in this study		
			Q *vs.* V	C *vs.* Q	R *vs.* C
Bantam	Caste determination; target of hippo and EGFR/MAPK signaling pathways; critical in embryonic development and the control of cell proliferation and survival; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae; related to insulin and Wnt pathway.	Ashby et al. (2016), Shi et al. (2015)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
Let-7	Caste determination; major target of steroid pathways; miRNA markers associated with the behavioural shift of worker bees from nurses to forages; immune-related; *Vg* positive correlation; participated in regulation of behavioral maturation in honey bees; associated with reproductive statuses; up-regulated in the inactive ovaries; up-regulated in 4-day-old queen larvae; related to Wnt pathway; down-regulated in *Ec* knock down bees	Ashby et al. (2016), Macedo et al. (2016), Mello et al. (2014), Nunes et al. (2013), Shi et al. (2015)	Down-regulated	No change	Up-regulated but not significantly
Ame-mir-1	*Vg* positive correlation; associated with reproductive statuses; up-regulated in the inactive ovaries; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014), Nunes et al. (2013)	Down-regulated	No change	Down-regulated but not significantly
Ame-mir-10	Up-regulated in 4-day-old queen larvae	Shi et al. (2015)	Up-regulated	Down-regulated	Up-regulated but not significantly
Ame-mir-100	20E and JH response miRNA; caste determination; associated with reproductive statuses; up-regulated in the inactive ovaries	Ashby et al. (2016), Macedo et al. (2016)	Down-regulated	Down-regulated but not significantly	Up-regulated but not significantly
Ame-mir-12	Associated with reproductive statuses; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae; related to insulin and MAPK pathway; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014), Shi et al. (2015)	Down-regulated but not significantly	Up-regulated	Down-regulated but not significantly
Ame-mir-125	20E and JH response miRNA; caste determination; up-regulated in the inactive ovaries; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae; related to insulin, MAPK and mTOR pathway	Ashby et al. (2016), Macedo et al. (2016), Shi et al. (2015)	Down-regulated	Down-regulated but not significantly	Up-regulated but not significantly
Ame-mir-133	Associated with the lipid loss in bees; participated in regulation of behavioral maturation in honey bees; up-regulated in 4-day-old queen larvae; related with MAPK pathway; down-regulated in *Ec* knock down bees	Mello et al. (2014), Nunes et al. (2013), Shi et al. (2015)	Down-regulated	No change	Down-regulated but not significantly
Ame-mir-14	Caste determination; negatively related with *Ec* R expression and activity; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae; related to insulin, MAPK, mTOR and Wnt pathway; down-regulated in *Ec* knock down bees; up-regulated in the activated ovaries	Ashby et al. (2016), Macedo et al. (2016), Mello et al. (2014), Shi et al. (2015)	Down-regulated	No change	Up-regulated but not significantly
Ame-mir-184	Stable expression in active and inactive ovary; plays key roles in embryogenesis; the determination of the anteroposterior axis; embryo cellularization and stem cell determination; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae; related to insulin pathway; down-regulated in *Ec* knock down bees; a miRNA in royal jelly and affect caste determination	Guo et al. (2013), Macedo et al. (2016), Mello et al. (2014), Shi et al. (2015)	Down-regulated	No change	Down-regulated but not significantly
Ame-mir-190	Caste determination; immune-related	Ashby et al. (2016)	Down-regulated	No change	Down-regulated but not significantly
Ame-mir-252a	Up-regulated in 4-day-old queen larvae; up-regulated in the activated ovaries	Macedo et al. (2016), Shi et al. (2015)	Down-regulated	Down-regulated but not significantly	Up-regulated but not significantly
miR-263a	Associated with reproductive statuses; up-regulated in the inactive ovaries; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014)	Up-regulated	Down-regulated but not significantly	Up-regulated but not significantly
Ame-mir-275	*Vg* positive correlation; up-regulated in 4-day-old queen larvae; related to insulin and MAPK pathway	Nunes et al. (2013), Shi et al. (2015)	Down-regulated	Up-regulated	Up-regulated but not significantly
Ame-mir-276	Associated with reproductive statuses; up-regulated in the inactive ovaries; down-regulated in *Ec* knock down bee; up-regulated in 4-day-old queen larvae compared with 4-day-old worker larvae	Macedo et al. (2016), Mello et al. (2014), Shi et al. (2015)	Down-regulated	Up-regulated	No change
Ame-mir-279	Caste determination; immune-related; down-regulated in *Ec* knock down bees	Ashby et al. (2016)	Up-regulated	No change	Down-regulated but not significantly
Ame-mir-2796	Participated in regulation of behavioral maturation in honey bees	Nunes et al. (2013)	Down-regulated	Down-regulated but not significantly	Down-regulated but not significantly
Ame-mir-279a-3p	Up-regulated in the activated ovaries	Macedo et al. (2016)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
Ame-mir-279b-3p	Up-regulated in the activated ovaries	Macedo et al. (2016)	Up-regulated	No change	Down-regulated but not significantly
Ame-mir-2944-3p	Up-regulated in the activated ovaries	Macedo et al. (2016)	Up-regulated	Down-regulated but not significantly	Up-regulated but not significantly
Ame-mir-305	Down-regulated in *Ec* knock down bees	Mello et al. (2014)	Down-regulated but not significantly	Up-regulated	Up-regulated but not significantly
Ame-mir-306	Associated with reproductive statuses; up-regulated in the activated ovaries; targets ATPsyn-beta-PA; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014)	Up-regulated	Down-regulated but not significantly	Down-regulated but not significantly
Ame-mir-315	Caste determination; modulates tissue patterning and cell differentiation	Ashby et al. (2016)	Up-regulated	Down-regulated but not significantly	Down-regulated but not significantly
Ame-mir-316	*Vg* negative correlation; related to Wnt pathway; down-regulated in *Ec* knock down bees	Mello et al. (2014), Nunes et al. (2013)	Down-regulated	Up-regulated but not significantly	No change
Ame-mir-317	Associated with reproductive statuses; up-regulated in the activated ovaries; related to insulin pathway; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014)	Down-regulated	Up-regulated but not significantly	No change
Ame-mir-31a	*Vg* negative correlation; associated with reproductive statuses; up-regulated in the inactive ovaries	Macedo et al. (2016), Nunes et al. (2013)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
Ame-mir-33	Caste determination; immune-related	Ashby et al. (2016)	Down-regulated	Up-regulated but not significantly	No change
Ame-mir-3718a	*Vg* negative correlation	Nunes et al. (2013)	Down-regulated	No change	Up-regulated but not significantly
Ame-mir-375	Up-regulated in 4-day-old queen larvae; related to MAPK pathway	Shi et al. (2015)	Down-regulated	No change	Up-regulated but not significantly
Ame-mir-6001-3p	Up-regulated in 4-day-old queen larvae	Shi et al. (2015)	Down-regulated	Not detected	Up-regulated but not significantly
Ame-mir-71	Participates in specific steps of the insulin/insulin-like signaling pathway	Macedo et al. (2016)	Down-regulated but not significantly	Up-regulated	Up-regulated but not significantly
Ame-mir-8	Caste determination; immune-related; 20E and JH response miRNA; related to Wnt pathway; up-regulated in the activated ovaries	Ashby et al. (2016), Macedo et al. (2016), Shi et al. (2015)	Down-regulated	Up-regulated	No change
Ame-mir-92a	*Vg* negative correlation; participated in regulation of behavioral maturation in honey bees; associated with reproductive statuses; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014), Nunes et al. (2013)	Up-regulated	Down-regulated but not significantly	No change
Ame-mir-92b	Up-regulated in the activated ovaries; related to insulin, MAPK and mTOR pathway; down-regulated in *Ec* knock down bees	Macedo et al. (2016), Mello et al. (2014), Shi et al. (2015)	Up-regulated	Down-regulated	Up-regulated but not significantly
Ame-mir-993	Related to insulin pathway	Shi et al. (2015)	Down-regulated	Up-regulated but not significantly	Down-regulated but not significantly
Ame-mir-996	Related to insulin pathway	Shi et al. (2015)	Down-regulated but not significantly	Up-regulated	Down-regulated but not significantly

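Bantam, miR-12, miR-279a, miR-31a, miR-993 and miR-996 were all lower in egg-laying than virgin queens, higher in inhibited than egg-laying queens and lower again in recovery queens, which is the negative pattern of Table 4. On library size alone or on TPM values, only 5 of the 9 miRNAs that the paper ties to oviposition status kept their pattern. In ovary activation, miR-279a then rose by 0.09 and 0.10 on the log2 scale, miR-12 by 0.48 and 0.48 (adjusted p = 0.00655 and 0.00599) and miR-996 by 0.42 and 0.39 (adjusted p = 0.0863 and 0.107). Between the 6 laying and the 3 inhibited queens, 0 of the 6 were differentially expressed (adjusted p from 0.280 to 0.752 from edgeR), also when adjusted over the list alone, and 3 had an unadjusted p under 0.05. The log2 change was −0.50 for miR-996 (standard error 0.17) and −0.35 for miR-12 (standard error 0.11), and for these 2 of the 6 every inhibited queen lay above every laying queen. The share of 2.38% by chance holds for miRNAs that were not selected, and the paper drew these 6 from the same queens, so this is not independent evidence. In ovary activation, bantam fell from 107413 ± 23983 to 27152 ± 845 normalized CPM (SD, n = 3), a log2 change of −1.98 (adjusted p = 3.09e-07). With TMM scaling miR-12 and miR-996 changed there by −0.08 and −0.15 on the log2 scale, so their direction in this comparison depends on the scaling.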

The other six miRNAs that are negatively correlated with the oviposition status are bantam, miR-12, miR-279a-3p, miR-31a, miR-993 and miR-996. Bantam plays an important role in embryonic development and was identified as a crucial target of the signaling pathways of hippo and EGFR/MAPK in *Drosophila* (Herranz, Hong & Cohen, 2012; Nolo et al., 2006; Thompson & Cohen, 2006). The DE mRNAs enrichment was seen in hippo and EGFR/MAPK signaling pathways in our study, suggesting that bantam may affect ovary activation or oviposition by the hippo and/or EGFR/MAPK signaling pathway. Also, four miRNAs (miR-1, miR-133, miR-184 and miR-190) were down-regulated during oviposition activation and recovery, but the suspension of oviposition did not affect their expression. 

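In egg-laying queens vs. virgin queens, miR-1 fell from 25710 ± 4038 to 1924 ± 497 normalized CPM (SD, n = 3 queens), a log2 change of −3.74 (standard error 0.25, adjusted p = 7.54e-08 from edgeR). MiR-133 fell from 224 ± 102 to 85.3 ± 17.4 (SD, n = 3), a log2 change of −1.44 (standard error 0.37, adjusted p = 0.00385). For miR-1 and miR-133, a difference in tissue composition between virgin and mated queens was not excluded as a source. Of 7 muscle genes measured in the same comparison, 6 fell and 1 rose. MiR-190 fell from 807 ± 90.0 to 581 ± 84.3 (SD, n = 3), a log2 change of −0.48 (standard error 0.21, adjusted p = 0.0516), but it rose by 0.07 on library size alone and by 0.08 on TPM values. After recovery, miR-133 had a log2 change of −0.79 (standard error 0.43, adjusted p = 0.509), on 14 to 28 counts per inhibited queen and 11 to 20 per recovery queen, and miR-1 (−0.07) and miR-190 (−0.10) changed less than their spread. After inhibition the log2 changes of miR-1 and miR-133 were −0.05 and −0.03, and their signs changed with single libraries left out.

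**Figure D3:**
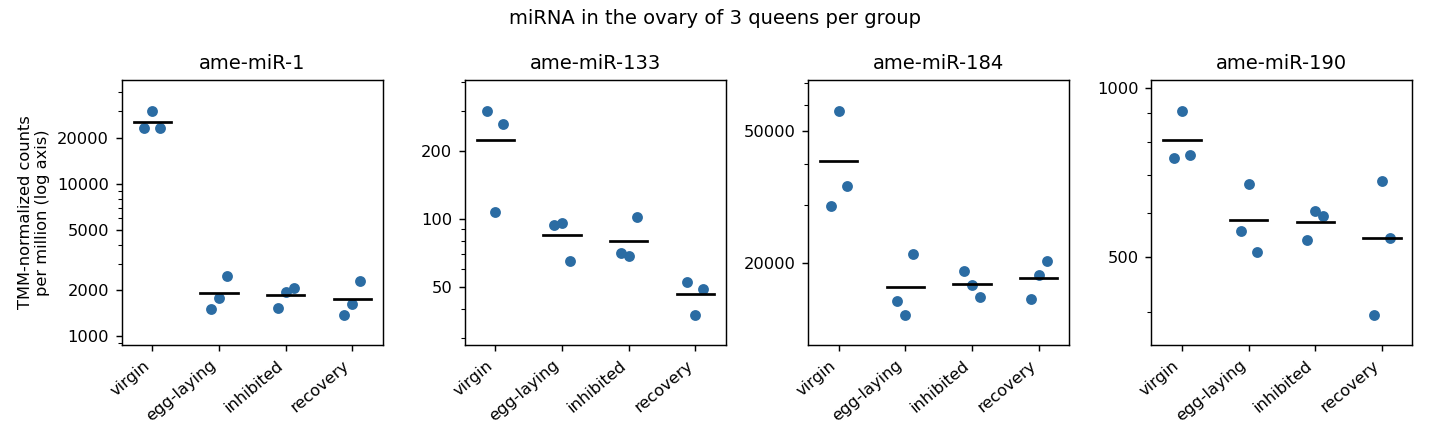
TMM-normalized CPM on a log axis of miR-1, miR-133, miR-184 and miR-190 in virgin, egg-laying, egg-laying inhibited and egg-laying recovery queens, with a point for each of the 3 queens of a group and a line at the group mean. The virgin queens lie above the 9 mated queens for each miRNA, although this order for miR-190 depends on the TMM scaling.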

MiR-184, which is highly conserved and widely studied in insects, was reported to affect caste determination of honey bees (Guo et al., 2013; Macedo et al., 2016; Mello et al., 2014; Shi et al., 2015). Furthermore, studies in *Dorsophlia* found that loss of miRNA-184 induced loss of egg production (Iovino, Pane & Gaul, 2009). In our trial, miRNA-184 was down-regulated in mated queens but not in virgin queens. Thus, it can be speculated that miRNA-184 could be a candidate marker for oviposition of the honey bee queen.

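MiR-184 had 40637 ± 15035 normalized CPM (SD, n = 3 queens) in virgin queens and 16905 ± 3866 in egg-laying queens, a log2 change of −1.26 (standard error 0.24, adjusted p = 0.000460 from edgeR). Over 22 alternatives this change lay between −1.55 and −0.67. Inhibited queens had 17309 ± 1569 and recovery queens 18102 ± 2359 normalized CPM (SD, n = 3). The log2 changes after inhibition (0.03) and after recovery (0.06) were less than the spread between queens, and the sign of each differed between alternatives. From studies of caste, the loss of eggs in Drosophila without miR-184 and the lower level in mated queens, the paper proposes that miR-184 could be a candidate marker for oviposition.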

In addition, a positive correlation was observed between a set of three miRNAs (miR-263a, miR-2944-3p and miR-92b) and the oviposition status. 

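MiR-263a, miR-2944 and miR-92b, the last of which rose most in ovary activation, showed the positive pattern of Table 4 in all 3 comparisons, although the change of miR-2944 after recovery was only 0.01 and had the opposite sign on library size alone and on TPM values. MiR-92b rose from 73.1 ± 14.5 to 687 ± 138 normalized CPM (SD, n = 3 queens), a log2 change of 3.21 (standard error 0.25, adjusted p = 2.67e-07 from edgeR), and miR-2944 rose by a log2 change of 2.47 (standard error 0.24). MiR-263a went from 779 ± 114 in virgin queens to 2201 ± 192 in egg-laying queens, 1652 ± 248 in inhibited queens and 2148 ± 197 in recovery queens (normalized CPM, SD, n = 3). Between the 6 laying and the 3 inhibited queens, 0 of these 3 miRNAs were differentially expressed, also when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Their log2 changes were 0.40 for miR-263a (standard error 0.15), 0.39 for miR-92b (standard error 0.21) and 0.03 for miR-2944 (standard error 0.20). Every laying queen lay above every inhibited queen for 1 of the 3, miR-263a, but the paper drew the 3 from these queens, so the 2.38% that chance gives for unselected miRNAs is no measure for them. The sign for miR-2944 changed when egg-laying queen 2 or inhibited queen 3 was left out.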

MiR-263a and miR-92b were found to be involved in neuronal development and affected caste determination in honey bees (Ashby et al., 2016), which played important roles in reproductive activities (Heifetz et al., 2014). When the queen’s oviposition is activated or regulated, the neuronal activity and excitability increases. Therefore, we deduced that miR-263a, miR-2944-3p and miR-92b might be associated with the neuronal development and they further affect oviposition activation and regulation.

Furthermore, as shown in Table 4, many miRNAs, which respond to *Ec*, *JH* and vitellogenin (*Vg*), showed significant changes in their expressions. 

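After miR-31a and miR-1, the tested miRNAs of Table 4 with the largest falls in ovary activation were let-7, with a log2 change of −2.63 (standard error 0.18), miR-316, with −2.58 (standard error 0.26), and miR-2796, with −2.47 (standard error 0.35), apart from miR-6001-3p. MiR-6001-3p had 16 to 72 counts in each virgin queen and 0 counts in every egg-laying queen. The largest rises beside those of miR-92b and miR-2944 were those of miR-92a, with a log2 change of 2.78 (standard error 0.25), and miR-279b, with 2.32 (standard error 0.32). MiR-14 changed by −1.03 (standard error 0.15) and miR-8 by −0.88 (standard error 0.16). Of the 35 tested miRNAs of the table, 5 were not differentially expressed in ovary activation, miR-12, miR-190, miR-305 (−0.15), miR-71 (−0.46, adjusted p = 0.110 from edgeR) and miR-996. All 5 fell with TMM scaling and rose on library size alone and on TPM values.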

*Ec*, *Vg* and *JH* are among the most important hormones in regulating reproductive activities in honey bees (Lago et al., 2016; Nunes et al., 2013; Oxley & Oldroyd, 2010). 

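The vitellogenin transcript Vg (406088, NM_001011578.1) was listed at 171 ± 159 FPKM (SD, n = 3 queens) in virgin queens, at 6.04 ± 1.08 in egg-laying queens, at 33.1 ± 18.1 in egg-laying inhibited queens and at 6.04 ± 4.11 in egg-laying recovery queens. Virgin queens varied from 39.1 to 347 FPKM. The fall in ovary activation, a log2 change of −4.11 (standard error 0.69), had an adjusted p of 0.000343 from limma. After inhibition the log2 change was 2.16 (adjusted p = 0.414) and after recovery −2.37 (adjusted p = 0.149, from 0.0457 to 0.400 over 23 alternatives), and in both comparisons the 3 queens of each group did not overlap.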

Particularly, *Vg* serves as a yolk precursor in egg development and affects oviposition in almost all oviparous species (Downs, Mosey & Klinger, 2009). Changes of expressions of miRNAs in our study may regulate or be regulated by *Ec*, *Vg* and *JH*, and further affect ovary activation and/or oviposition.

### Key roles in the lncRNA-miRNA-mRNA network

In the network constructed with miRNAs, mRNAs and lncRNAs, we found that some genes served as bridges linking different miRNAs, four of which (gene id: 408284, 408609, 409587, and 409152) acting as miRNA targets linked let-7, miR-100, miR-12, miR-14, miR-316 and miR-996. Two of them are worthy of noting here. 

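For these 4 genes, the 8 pairs of Table S8 were computed within the 9 mated queens, on log2 values with 1 added. Pairs that only Table S7 may give were not tested. P-values came from exact permutation of the queens, with Benjamini-Hochberg adjustment over the 8 pairs. The queens were permuted across their groups, so a group difference shared by a miRNA and a gene can produce a relation. Gene 408284 (XM_391836.5) and miR-12 had a Pearson r of −0.76 (exact p = 0.0165, adjusted 0.0659) and a Spearman rho of −0.73 (exact p = 0.0311, adjusted 0.124). Without the 2 queens farthest from the median, r was −0.41. Leaving out extreme queens also narrows the range, so this cannot decide whether the relation rests on them. Gene 409152 (XM_006566549.1) had r = −0.30 with miR-12 and −0.42 with miR-996, and neither pair nor that of gene 408284 with miR-100 (r = 0.59) had an adjusted p under 0.05. In egg-laying queens vs. virgin queens, gene 408284 rose by a log2 change of 0.55 and gene 409152 by 0.69 (adjusted p = 6.95e-05 from limma), although gene 408284 did not rise under quantile normalization.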

One was coiled-coil domain-containing protein 93 (*CCDC93*, id: 408609). Oh et al. (2011) found that *CCDC93* regulated the expression level of cyclin B1 (*CycB1*), a cyclin gene in human cells. Our results showed that *CycB3*, another cyclin gene, was localized in the QTL region for ovary size, which indicated that *CCDC93* may interact with cyclin genes and further affect oviposition. 

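CCDC93 (408609, XM_392150.4) rose from 9.48 ± 0.941 FPKM (SD, n = 3 queens) in virgin queens to 15.1 ± 0.432 FPKM in egg-laying queens, a log2 change of 0.62 (standard error 0.11, adjusted p = 0.000372 from limma). Summed over the transcripts of the gene, FPKM fell, with a log2 change of −0.19. Inhibited queens had 13.9 ± 0.972 and recovery queens 11.9 ± 1.09 FPKM (SD, n = 3), and neither change was differentially expressed. Within the 9 mated queens, its correlation with miR-12 was r = 0.05 and that with miR-14 r = −0.43 (exact permutation p = 0.893 and 0.243).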

The other was heat shock 70 kDa protein cognate (*Hsc70-3*, id: 409587). The interaction between *Hsc70* and *Hsp90* was reported previously (King et al., 2001). More importantly, the Hsc70/Hsp90 chaperone machinery is responsible for loading small RNA duplexes into Argonaute proteins, which are critical to small silencing RNAs—small interfering RNAs (siRNAs) or microRNAs (miRNAs)—direct posttranscriptional gene silencing of their mRNA targets (Iwasaki et al., 2010). Therefore, *Hsc70* is essential for miRNAs to implement their impact on the expression of target mRNAs. Our results confirm similar findings showing that *Hsc70-3* acted as a target of miRNA and served as a bridge linking different miRNAs in the lncRNA-miRNA-mRNA network, which highlight its role in the interaction among different RNAs in oviposition. 

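Hsc70-3 (NM_001160052.1) had 189 ± 21.2 FPKM (SD, n = 3 queens) in virgin, 243 ± 19.3 in egg-laying, 206 ± 9.39 in inhibited and 330.0 ± 19.9 in recovery queens. The rise after recovery, a log2 change of 0.68 (standard error 0.10, adjusted p = 0.0147 from limma), kept its direction in 23 alternatives and passed 0.05 in 3 of them. The smaller rise in ovary activation, 0.36 on the log2 scale, became a fall of −0.32 under quantile normalization and −0.14 with equal sums of FPKM. Within the 9 mated queens, Hsc70-3 and miR-14 had a Pearson r of 0.81 (exact permutation p = 0.0114, adjusted 0.0659 over 8 pairs) and a Spearman rho of 0.87 (exact permutation p = 0.00451, adjusted 0.0361), and r was 0.73 without the 2 queens farthest from the median. With miR-316, r was 0.20. The mean of miR-14 was 11374 TPM in egg-laying, 10180 in inhibited and 12499 in recovery queens. Since Hsc70-3 was also highest in recovery queens, a difference between the groups can produce its relation with miR-14.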

Taken together, we can conclude that both *CCDC93* and *Hsc70-3* play important roles in the network and further affect gene expressions in oviposition.

## Conclusions

In the present study, lncRNAs, mRNAs and miRNAs expression profiles were evaluated and compared during ovary activation and dynamical oviposition process in honey bees. Bioinformatic analyses suggest that some lncRNAs, miRNA and genes are involved in important biological processes associated with oviposition activation and regulation. Additionally, lncRNA-miRNA-mRNA network revealed the potential interactions among different RNAs. Moreover, candidate genes or RNAs for oviposition were identified, which are particularly attractive for further in-depth studies.

##  Supplemental Information

10.7717/peerj.3881/supp-1 Table S1 Information of real time PCR Click here for additional data file.

10.7717/peerj.3881/supp-2 Table S2 List of DE lncRNA, mRNA and miRNA Click here for additional data file.

10.7717/peerj.3881/supp-3 Table S3 Functional annotation result of DE mRNAs Click here for additional data file.

10.7717/peerj.3881/supp-4 Table S4 Functional annotation result of DE lncRNAs Click here for additional data file.

10.7717/peerj.3881/supp-5 Table S5 Functional annotation result of DE miRNAs Click here for additional data file.

10.7717/peerj.3881/supp-6 Table S6 Genes and lncRNAs located in the QTL region for ovary size Click here for additional data file.

10.7717/peerj.3881/supp-7 Table S7 LncRNA-miRNA and miRNA-mRNA pairs to construct the network Click here for additional data file.

10.7717/peerj.3881/supp-8 Table S8 LncRNA-miRNA and miRNA-mRNA pairs with RNAs have known roles inreproduction and/or RNAs located in the QTL region for ovary size Click here for additional data file.

10.7717/peerj.3881/supp-9 Figure S1 The lncRNA-miRNA-mRNA network with at least one DE RNA in a lncRNA-miRNA pair or amiRNA-mRNA pair Purple square nodes represent lncRNAs. Red triangle nodes represent miRNAs. Blue circle nodes represent mRNAs. Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

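Ovaries of 12 honey bee queens were measured in 4 groups of 3, which were virgin queens, egg-laying queens, egg-laying inhibited queens (caged for 7 days) and egg-laying recovery queens (released for 24 h after caging). Each queen gave 1 mRNA library and 1 small RNA library, so a replicate is a queen. Ovaries were taken at the end of each treatment, so inhibited and recovery queens may also have been older than egg-laying queens. The mRNA libraries were depleted of rRNA and strand-specific, and the authors deposited FPKM values per transcript, estimated with Cufflinks after alignment with TopHat to Amel_4.5. For the small RNA libraries the authors deposited a count of reads per miRNA, obtained with Bowtie and miRBase and without normalization, and TPM values, which equal the count divided by the library total on a common scale. Counts and TPM cover 178 miRNAs, of which 166 are known and 12 were predicted by the authors.

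The miRNA counts were compared with edgeR 4.0.16 under R 4.3.3, with TMM normalization and the quasi-likelihood test, for miRNAs with at least 10 counts in at least 3 libraries (106 miRNAs). The mRNA values were compared with limma 3.58.1 (lmFit and eBayes with trend) on log2 FPKM with a pseudocount of 1, for transcripts with a mean FPKM of at least 0.1 (17924 transcripts). All 12 libraries of an assay entered 1 fit with a mean per group. P-values are two-sided, were adjusted by the Benjamini-Hochberg method within each comparison, and counted as differential expression under 0.05. The comparisons were egg-laying vs. virgin, inhibited vs. egg-laying and recovery vs. inhibited queens, as in the paper, and also recovery vs. egg-laying queens and all 6 laying queens vs. the 3 inhibited queens. The last used the mean of the egg-laying and recovery groups minus the inhibited group. These comparisons, their models, the lists of marker genes and the alternatives were chosen before the data were examined, apart from the correlation over group means and the division of the inhibited queens between comparisons. The tests of FPKM sums, muscle RNA, fat body RNA, exchanged libraries and transcripts near the floor of the estimate were chosen later, after the results they concern were seen. Correlations, clustering and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

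Library totals of miRNA counts ranged from 128749 to 2473711, and a miRNA with few counts is therefore less precise in the mated queens, as the counting error grows when counts fall. The depth behind the FPKM values is unknown. With 3 queens per group, an exact permutation test of 2 groups cannot give a p under 0.1, so single differences were judged with the models fitted across all features.

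Most genes and miRNAs given by name are those that the paper names in its text and in Tables 3, 4 and S1, where the deposited tables list them under the ID the paper gives. Some genes of Table S6, genes of the fat body, muscle and germline lists, and a few transcripts of recovery vs. egg-laying queens are named too. In each comparison the named features also include at most the 2 largest rises and the 2 largest falls. These were taken among the differentially expressed features whose 3 libraries of 1 group all lie above those of the other, for mRNAs with a mean FPKM of at least 1. Gene IDs were paired with 12556 of the 21596 transcripts (58.1%), which belong to 7460 genes. Of these pairs, 1866 came from the paper's supplementary tables and 10690 from a RefSeq table, and where 1318 were in both, 3 differed.

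The alternatives for miRNAs were DESeq2 1.42.0 with its own size factors, the RLE size factors of edgeR, library size only, library size without the 5 most abundant miRNAs, no count filter, at least 100 counts, only the groups compared, TPM values with limma, known miRNAs only, and a block for the replicate number. Those for mRNAs were pseudocounts of 0.1 and 0.01, no FPKM filter, a mean FPKM of at least 1, rescaling by the median of ratios or to the same sum, quantile normalization, only the groups compared, FPKM summed per gene, array weights and a block for the replicate number. Clustering was also tried on linear values, with the Spearman distance and with average linkage, and the network correlations on linear values, with the Spearman correlation and within the 9 mated queens. Each library was also left out in turn. The counts of differentially expressed features were set beside those of all 10 splits of 6 libraries into 3 and 3, and, for the laying and inhibited queens, of 100 splits of the 9 mated libraries into 3 groups of 3.

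Lists of genes were written for fat body (17 genes, 11 found), muscle (20 genes, 7 found) and germline (12 genes, 2 found). Both fits were tested on simulated data with known changes of 2 on the log2 scale, with rises and falls in equal number. Smaller or one-sided changes were not simulated, so the recovery of these is unknown. For the miRNAs, 38 of 38 changed features were recovered and 4 of 65 unchanged ones were called. For the mRNAs, 182 of 200 changed transcripts were recovered (91%), and 9 of 17724 unchanged ones were called.

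LncRNAs, GO and KEGG enrichment and target prediction were not analysed here, since the tables used hold mRNAs and miRNAs and the annotation used holds names only. Nej and the CYP9Q genes were left out because no ID for them was found in the paper's text or in the supplementary tables as far as these were held. Table S2 was used for the mRNAs of the inhibition and recovery comparisons, where it was held in full, and its lists for ovary activation and for miRNAs were not used here because they were held only in part. Table 4 has 1 miRNA name that fits no single entry of the deposited table, and 1 gene of Table 3 had no paired transcript.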

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

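The test of transcripts near the floor of the estimate was chosen only after the result was seen, and the comparisons with other splits of the libraries were set beforehand.

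The paper did not compare egg-laying recovery queens with egg-laying queens directly. In that comparison 9 transcripts were differentially expressed, 5 higher and 4 lower in recovery queens, with 2063 at an unadjusted p under 0.05. None of the 106 miRNAs was (0 of 106, with 8 at an unadjusted p under 0.05). Obp14 (NM_001040223.1) rose from a mean of 19.8 to 87.8 FPKM, a log2 change of 2.09 (adjusted p = 0.00398 from limma, from 0.00128 to 0.0569 over 23 alternatives), and its mean in the inhibited queens was 65.3 FPKM. XM_006570989.1 rose from 0.291 to 4.56 FPKM, a log2 change of 2.15 (adjusted p = 0.0187, from 0.00696 to 0.237), and gene 727453 (XM_001123161.3) fell from 4.15 to 0.456 FPKM, a log2 change of −1.81 (adjusted p = 0.0365, from 0.0159 to 0.234). XM_006567413.1 was listed at 22.1 FPKM in egg-laying queens and at 0 in recovery queens. The number of transcripts ran from 2 without egg-laying queen 1 to 30 without recovery queen 1.

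For these 9 transcripts, 1 of the 10 splits of the 6 libraries gave as many, the real one, and the other splits gave at most 3, a number of splits too small to exclude that the grouping arose by chance. Values near the floor of the estimate do not account for most of the transcripts, since only 3 of the 9 had a mean FPKM under 1 in either of the 2 groups compared. Rescaling to the same sum and quantile normalization gave 17 each with all 9 among them, so a difference in FPKM sums is not needed for them. With the replicate block 5 of the 9 were left, and with only the groups compared 1 of the 9 was left. Only 3 of the 9, Obp14, XM_006571436.1 and XM_006567413.1, were also differentially expressed in inhibited vs. egg-laying queens (adjusted p = 0.0111, 0.0323 and 7.71e-08), and for the other 6 the adjusted p there ran from 0.104 to 0.939. The means of egg-laying, inhibited and recovery queens were 26.7, 28.5 and 61.1 FPKM for XM_395659.5, one of the 6 and chosen here after its values were seen, so its difference is seen only after release. Recovery queens differ from egg-laying queens in both caging and release, and possibly in age and time since insemination. No biological explanation was tested.

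The comparison of the 6 laying queens with the 3 inhibited queens was not made by the paper either. It gave 48 differentially expressed transcripts, 24 higher and 24 lower in laying queens, with 2017 at an unadjusted p under 0.05. Of the miRNAs, miR-3759 was the only one (log2 change −2.56, adjusted p = 0.0200 from edgeR, from 1.31e-05 to 0.183 over 21 alternatives), and 13 had an unadjusted p under 0.05. Gene 410013 (XM_003249174.2) rose by a log2 change of 2.70 (adjusted p = 0.00213) and gene 551263 (XM_006568515.1) by 2.35 (adjusted p = 0.000331). Gene 100578021 (XM_003251959.2) changed by −2.72 (adjusted p = 0.00213) and gene 725202 (XM_006563358.1) by −1.69 (adjusted p = 0.0287), and the latter lost its adjusted p under 0.05 in 12 of 23 alternatives. XM_392667.5 of Table S1 rose by 1.26 (adjusted p = 0.000986).

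Among 100 splits of the 9 libraries into 3 groups of 3, drawn at random with the real one included, 1 gave as many as the 48 transcripts, the real one, and the others gave at most 23. For the single miRNA, 6 of the 100 splits gave as many, so it may have arisen by chance. The 48 transcripts became 224 with array weights and 37 with the replicate block, of which 29 were among the 48. Without inhibited queen 1 there were 13 and without virgin queen 2 there were 111. Caging and the stop of egg-laying were the same queens by design, and no test here could separate the effect of confinement from that of not laying. A possible difference in age between inhibited and egg-laying queens could not be separated either.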

How the results depend on the processing

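The correlation over group means and the division of the inhibited queens between comparisons were chosen after seeing the data. The cause was not tested for any change below, except where the alternative uses fewer libraries or features.

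In egg-laying vs. virgin queens, the number of differentially expressed miRNAs lay between 61 and 85 over the alternatives other than leaving out a library, and that of transcripts between 8279 and 11040, all within 1.5 times the values of 76 and 9959. The split of directions was less stable, with 45 miRNAs higher and 22 lower on library size only, and 3073 transcripts higher and 7967 lower with equal sums of FPKM.

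In inhibited vs. egg-laying queens, the count of miRNAs (0, with 13 at an unadjusted p under 0.05) became 1 with DESeq2 and 2 with only the groups compared. After recovery from inhibition, the count of 1 became 2 with DESeq2, 2 with RLE size factors, 2 with library size only, 2 without the 5 most abundant miRNAs, 2 with no count filter, 2 with TPM values in limma, 0 with at least 100 counts and 6 with only the groups compared. In recovery vs. egg-laying queens it went from 0 to 1 with only the groups compared. Between laying and inhibited queens, 1 became 3 with DESeq2, 2 with only the groups compared, 0 with at least 100 counts and 0 with TPM values. With a minimum of 100 counts, 79 miRNAs were tested, and miR-3759 was not among them.

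The number of transcripts in inhibited vs. egg-laying queens, 25, became 12 with no FPKM filter, 16 with quantile normalization, 11 with only the groups compared, 90 with array weights and 14 with the replicate block. After recovery from inhibition, 118 became 485 with array weights. In recovery vs. egg-laying queens, 9 became 18 with a pseudocount of 0.01, 14 with a mean FPKM of at least 1, 17 with equal sums, 17 with quantile normalization, 3 with only the groups compared, 108 with array weights and 5 with the replicate block. Between laying and inhibited queens, 48 became 224 with array weights. 

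Of the 9 miRNAs tied to oviposition status, 5 kept the full pattern on library size only and 5 on TPM values. The distance ratio of the mRNA clustering became 3.43 with linear values and 2.52 with the Spearman distance, and that of the miRNA clustering 3.42 and 1.95. Of the network pairs, 16 passed over the 12 queens, 5 with linear values, 3 with the Spearman correlation, 9 within the 9 mated queens and 43 over the 4 group means (21.0% of 205 pairs, against 35.2% of random pairs). The correlation of recovery with inhibition, −0.533, became −0.154 with the inhibited queens divided between the comparisons, since shared libraries add to a negative correlation.

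Directions reversed for these genes in egg-laying vs. virgin queens. With equal sums of FPKM, WM6 changed by −0.11, Kr-h1 by −0.0142, USP by −0.22, Hsc70-3 by −0.14 and XM_391859.5 by −0.0158 on the log2 scale. With quantile normalization, WM6 changed by −0.31, Kr-h1 by −0.11, gene 408284 by −0.0298 and Hsc70-3 by −0.32. CCDC93 changed by −0.19 with FPKM summed per gene. On library size only and on TPM values, miR-190 rose by 0.0703 and 0.0795, miR-279a by 0.0917 and 0.102, miR-317 by 0.0580 and 0.0384, miR-12 by 0.48 and 0.48, miR-305 by 0.40 and 0.43, miR-71 by 0.0890 and 0.14, and miR-996 by 0.42 and 0.39. Without the 5 most abundant miRNAs, miR-12 rose by 0.12, miR-305 by 0.0653 and miR-996 by 0.0511.

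MiR-184 changed sign in inhibited vs. egg-laying queens, to −0.16 on library size only, −0.00509 with no count filter and −0.14 on TPM values. With each library left out its change ran from −0.0847 (without egg-laying queen 2) to 0.190 (without egg-laying queen 3), and it was −0.0106 without virgin queen 1, −0.0117 without virgin queen 2, −0.0268 without egg-laying queen 1 and −0.0362 without inhibited queen 1. After recovery it changed to −0.0203 without the 5 most abundant miRNAs, and with each library left out it ran from −0.0261 (without recovery queen 3) to 0.161 (without recovery queen 1). Between laying and inhibited queens, miR-2944 changed to −0.0169 without the 5 most abundant miRNAs, −0.000362 without egg-laying queen 2 and −0.00920 without inhibited queen 3, and its highest value with a library left out was 0.101 (without egg-laying queen 3). After recovery miR-2944 changed to −0.0149 with DESeq2, −0.0149 with RLE size factors, −0.00335 on library size only, −0.0704 without the 5 most abundant miRNAs and −0.00138 on TPM values, and it ran from −0.0285 (without inhibited queen 3) to 0.0653 (without inhibited queen 1).

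In inhibited vs. egg-laying queens, miR-1 ran from −0.20 (without egg-laying queen 1) to 0.13 (without egg-laying queen 3), and it was 0.0636 without inhibited queen 1. MiR-133 changed to 0.00696 with the replicate block, 0.0694 without egg-laying queen 1, 0.0594 without egg-laying queen 2 and 0.0496 without inhibited queen 1, and it ran from −0.28 (without egg-laying queen 3) to 0.0790 (without inhibited queen 2). After recovery, miR-1 ran from −0.30 (without recovery queen 3) to 0.0790 (without recovery queen 1), and it was 0.0187 without inhibited queen 3, while miR-190 ran from −0.30 (without recovery queen 2) to 0.0811 (without recovery queen 1).

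With each library left out in turn, the miRNA counts ran from 67 to 78 in egg-laying vs. virgin queens, from 0 to 2 in inhibited vs. egg-laying queens, from 0 (without inhibited queen 1) to 5 in recovery vs. inhibited queens, from 0 to 1 in recovery vs. egg-laying queens and from 0 (without egg-laying queen 1) to 2 between laying and inhibited queens. The highest value came without virgin queen 2 in each of the last 4. Transcript counts ran from 8786 to 10006, from 9 (without inhibited queen 1) to 35 (without recovery queen 1), from 19 (without recovery queen 2) to 230 (without virgin queen 2), from 2 (without egg-laying queen 1) to 30 (without recovery queen 1) and from 13 (without inhibited queen 1) to 111 (without virgin queen 2), in the same order. For Table 4 the listed sign was seen for 35 to 35, 23 to 24 and 26 to 28 miRNAs, and for Table 3 for 29 to 29, 22 to 23 and 23 to 24 genes. The pattern of oviposition status was seen for 10 to 11 genes and 8 to 9 miRNAs, and 61 to 67 genes of the QTL region were differentially expressed. Distance ratios ran from 2.15 to 2.32 for mRNAs and from 1.51 to 1.64 for miRNAs. Network pairs ran from 7 (without virgin queen 1) to 23 (without recovery queen 1), and the correlation of recovery with inhibition from −0.621 to −0.441. The median of the fat body list ran from −0.42 (without inhibited queen 3) to −0.07 (without inhibited queen 1), and that of the muscle list from −3.41 to −2.99.

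With a block for the replicate number, the miRNA counts were 78, 0, 1, 0 and 1 and the transcript counts 9956, 14, 91, 5 and 37 over the 5 comparisons. The listed signs numbered 35, 24 and 28 for Table 4 and 29, 23 and 23 for Table 3, with 11 genes and 9 miRNAs of oviposition status and 66 genes of the QTL region. Between queens of different groups with the same replicate number, deviations from the group mean had a mean correlation of 0.0263 over 18 pairs for mRNAs (−0.11 to 0.18) and 0.0115 for miRNAs (−0.21 to 0.44).

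For single genes and miRNAs, 167 results were recomputed in 3773 values, of which 3498 kept their direction and side of the threshold, 195 became weaker, 24 stronger and 56 reversed. Of the 167, 101 kept both under every alternative and 66 did not. The low miRNA counts of the mated queens limit what can be said of rare miRNAs such as miR-3759.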

Differences from the paper's values

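Alternatives here are those set before the data were examined unless stated otherwise. The paper used DESeq for each comparison, whereas all fits of mRNAs here used limma on FPKM values. The paper's test of mRNAs was not repeated, so a difference between the tests was not examined as a source of the gaps in mRNA counts.

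The paper reports 5481 differentially expressed mRNAs in egg-laying vs. virgin queens, and 9959 were found here, with 8279 to 11040 over the alternatives and none within 1.5 times. In inhibited vs. egg-laying queens the paper reports 338 and 25 were found, from 9 to 90 over the alternatives, none of which closed the gap. In recovery vs. inhibited queens the paper reports 497 and 118 were found, and array weights gave 485, the only alternative to come within 1.5 times. For miRNAs in inhibited vs. egg-laying queens the paper reports 13 and 0 were found (13 at an unadjusted p under 0.05), with at most 2 over the alternatives.

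By direction, the paper reports 3218 mRNAs up in egg-laying vs. virgin queens and 5024 were found. Within 1.5 times were equal sums of FPKM (3073), FPKM summed per gene (4119), quantile normalization (4460), only the groups compared (4688), median of ratios rescaling (4792) and the fits without virgin queen 1 (4687), virgin queen 3 (4566), egg-laying queen 1 (4686) and egg-laying queen 2 (4748). The paper reports 2263 down and 4935 were found, from 3563 to 7967, and none closed the gap. In inhibited vs. egg-laying queens the paper reports 266 up and 72 down, and 16 and 9 were found, from 4 to 65 and from 4 to 25, none close. In recovery vs. inhibited queens the paper reports 256 up and 241 down, and 73 and 45 were found, with array weights giving 282 and 203. The miRNAs up and down in inhibited vs. egg-laying queens number 9 and 4 in the paper and 0 and 0 here, and none closed these gaps. For recovery vs. inhibited queens the paper reports 2 miRNAs up, and 0 were found, with 3 without virgin queen 2. It reports 2 down and 1 was found, while DESeq2, RLE size factors, library size only, library size without the 5 most abundant miRNAs, no count filter, only the groups compared, TPM values in limma, and the fits without virgin queen 2 or inhibited queen 2 gave 2.

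The paper reports 225 miRNA-mRNA pairs with a correlation above 0.8 in size, and 16 of the 205 pairs computed here passed, from 3 to 23 over the alternatives. The 205 come from the 255 pairs of Table S7, whereas the text of the paper states 225. The 4 group means, chosen after seeing the values, gave 43 (21.0%), while 35.2% of random pairs passed over these means.

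In Table S1, the paper's FPKM of XM_391859.5 in inhibited queens is 0.926, and the deposited values gave 639. For XM_392667.5 the paper lists 68.2 in virgin queens, 42.0 in egg-laying queens and 0.677 in inhibited queens, and 42.0, 68.2 and 28.6 were found. For NM_001242656.1 the paper lists 738.8, 425 and 0.794, and 425, 739 and 646 were found. For myophilin (XM_392114.5) the paper lists 94.2, 157 and 0.994, and 157, 94.2 and 89.8 were found. Group medians in place of means closed none of these gaps. The paper's values for virgin and egg-laying queens equal the deposited means of the other group for these genes, and its values for inhibited queens repeat the PCR values of the table.

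The paper's log2 change of Vg in egg-laying vs. virgin queens is −4.82, and the log2 ratio of the group means was −4.82 here too, while the model on log2 values with 1 added gave −4.11.

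Table 3 lists histone H3 as lower in egg-laying queens, and it rose here by a log2 change of 3.06, from 1484 to 11960 FPKM. Table 4 lists miR-71 as higher in inhibited queens, and it changed by −0.22. Table 4 lists miR-184 as lower in recovery queens, and it changed by 0.06, and Table 3 gives Kr-h1 and CYP314A1 directions that the log2 changes of 0.09 and −0.02 (Kr-h1) and 0.00 (CYP314A1 after recovery) do not have. EcR is given as not detected in the inhibition and recovery comparisons, and its mean was 31.9, 32.0 and 32.1 FPKM in egg-laying, inhibited and recovery queens. The paper's text counts more negatively correlated genes than the 9 that Table 3 shows, and it names Hsp90 and USP as positively correlated, whereas Table 3 gives that pattern to WM6, Hsp60 and Kr-h1 as well. The signs of the 4 PCR mRNAs other than histone H3 were opposite to the PCR here, although that of XM_391859.5 was not with equal sums of FPKM (−0.0158).

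Some items the paper calls were not called here. MiR-190 in egg-laying vs. virgin queens (adjusted p = 0.0516, from 0.00593 to 0.769 over the alternatives) was called with DESeq2, RLE size factors, no count filter, at least 100 counts, only the groups compared, the replicate block and the fits without virgin queens 1 or 2, egg-laying queen 2 or recovery queens 1 or 2. Def1 in that comparison (0.165, from 0.0159 to 0.590) was called with array weights and without virgin queen 2. In inhibited vs. egg-laying queens, miR-12 (from 0.00332 to 0.521) was called with DESeq2, miR-276 (from 0.00796 to 0.521) with only the groups compared and without virgin queen 2, and RFABP (from 0.0319 to 0.310) with array weights. The other 7 miRNAs of Table 4 and 9 genes of Table 3 that the paper calls there were not called under any alternative. In recovery vs. inhibited queens, C1QBP (from 0.0168 to 0.309) was called with equal sums, quantile normalization, only the groups compared, array weights and without virgin queen 2. CYP6AS4 (from 0.0381 to 0.239) was called with array weights and without inhibited queen 2, and Vg (from 0.0457 to 0.400) with array weights. Hsp60 (from 0.0104 to 0.191) was called with a mean FPKM of at least 1, equal sums, quantile normalization, only the groups compared, FPKM summed per gene, array weights and without virgin queens 2 or 3. The remaining 6 genes were not called under any alternative.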

Other observations

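The tests on FPKM sums, muscle RNA, fat body RNA and exchanged libraries were chosen only after the results were seen.

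For egg-laying vs. virgin queens, 1 of the 10 splits of the 6 libraries gave as many miRNAs as the real 76 and 1 of the 10 gave as many transcripts as the real 9959, the real split in both cases, and the other splits gave at most 0 and 1. In inhibited vs. egg-laying queens, 1 of the 10 splits gave as many transcripts as 25 (others at most 3). In recovery vs. inhibited queens, 1 of the 10 gave as many miRNAs as 1 and 1 of the 10 as many transcripts as 118 (others at most 2). With 10 splits the share cannot fall under 10%, so this test alone cannot exclude that a grouping arose by chance.

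The virgin libraries held more miRNA counts than the mated ones. After thinning the virgin libraries to 267835 counts, a median of 67 of the 76 miRNAs remained with the same sign (64 to 69 over 20 draws), which argues against depth as the source of most of these differences. The virgin and mated mRNA libraries differed in their sum of FPKM, and 8020 of the 9959 transcripts remained with the same sign after quantile normalization, which argues against these sums as the source of most of them. A difference between virgin and mated queens in tissue composition was not excluded for either.

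Muscle genes were lower in egg-laying than virgin queens, with a median log2 change of −3.26 over the 7 genes found (exact permutation p = 0.1, the smallest that 3 queens against 3 allow). For all mated vs. virgin queens the median was −3.60 (exact permutation p = 0.00909, the smallest possible). Of the 6 genes with an FPKM of at least 10 in virgin queens, 5 fell, and troponin C type IIa (NM_001011653.1) rose from 35.9 to 63.8 FPKM, while Mlc2, which is also in Table 3, fell from 189 FPKM. Troponin I (92.5 FPKM), troponin T (79.7) and troponin C type I (68.0) were the most abundant of the others in virgin queens. A lower share of muscle RNA in the egg-laying libraries may explain the falls, but 1 of the 6 moved against it, so it cannot be told apart from a change within the ovary.

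Vg, RFABP and Def1 had higher means in inhibited queens. Of the fat body list 11 of 17 genes were found, 4 of them also in Table 3, which was chosen on these libraries. Over the 11 genes, the median log2 change of laying vs. inhibited queens was −0.27 (exact permutation p = 0.0952, smallest possible 0.0238), with 9 falling and 2 rising. Besides Vg, RFABP and Def1, 5 genes had an FPKM of at least 5 in a mated group. Their median was −0.19, with 3 falling and 2 rising. Among the 3 falling was hexamerin 70b (−0.34), which is also in Table 3. Alpha-glucosidase 2 moved the other way, at 6.01 FPKM in inhibited queens against 35.0 in egg-laying and 29.5 in recovery queens. More fat body RNA in the inhibited libraries may be involved and cannot be told apart from a change in the ovary, because these genes went both ways.

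For the germline list, vasa rose by a log2 change of 1.42 in egg-laying vs. virgin queens and aubergine changed by −0.10, a median of 0.66 over these 2 of 12 genes (exact permutation p = 0.1, the smallest possible).

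Among random pairs of a network miRNA and a transcript that was differentially expressed in egg-laying vs. virgin queens, 20.8% had a correlation above 0.8 in size over the 12 queens, against 7.80% of the pairs of Table S7. This is consistent with the difference between virgin and mated queens producing such correlations by itself. Within the 9 mated queens, 4.5% of the pairs passed against 1.75% of random pairs.

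The log2 changes of recovery vs. inhibited and inhibited vs. egg-laying queens were negatively correlated across 17924 transcripts, which are not independent replicates (Pearson r −0.533, Spearman rho −0.474). Simulated unchanged groups that share the inhibited queens gave a mean r of −0.499 (−0.523 to −0.475). Of the 25 transcripts of the inhibition comparison, 21 (84%) had the opposite sign after recovery, where the 25 largest simulated changes gave 97.4% (88 to 100%), and 110 of the 118 transcripts of the recovery comparison (93.2%) had the opposite sign after inhibition. With the inhibited queens divided between both comparisons the mean r was −0.154 (−0.247 to −0.0653 over 6 ways), below that of simulated unchanged groups (−0.0291 to 0.0184). Of 100 regroupings of the 9 mated queens, the real one included, 6 gave a value as low although none shared a library between the comparisons, so real queens vary more than the simulated groups, and from these correlations a return toward the egg-laying state cannot be told apart from shared libraries and chance. For the difference of inhibited from laying queens itself, the 48 transcripts, which 1 of 100 splits reached, the real one, argue against chance, but they do not test a return.

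The PCR directions of 4 mRNAs differed from the deposited values, for XM_391859.5 under every alternative but equal sums of FPKM (−0.0158), and an exchange of the virgin and egg-laying mRNA libraries was tested. The libraries listed as virgin lay 2.20 times as far from the recovery queens as those listed as egg-laying did, and the same ratio for miRNAs was 1.57, which argues against an exchange of the libraries. An exchange of the libraries would also have reversed histone H3, whose log2 ratio was 3.01 from the deposited values and is 3.02 by PCR. In Table S1 the virgin and egg-laying FPKM of the 4 mRNAs equal the deposited means of the other group. For these 4 mRNAs the values therefore point to Table S1, rather than the deposited libraries, as the place of the exchange. Why their PCR signs follow Table S1 was not tested.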
